# In vivo profiling of the endothelium using ‘AngioTag’ zebrafish

**DOI:** 10.1007/s10456-025-09990-8

**Published:** 2025-07-04

**Authors:** Mayumi F. Miller, Leah J. Greenspan, Derek E. Gildea, Kathryn Monzo, Gennady Margolin, Van N. Pham, Keith K. Ameyaw, Lisa Price, Natalie Aloi, Amber N. Stratman, Andrew E. Davis, Isabella Cisneros, Caleb A. Mertus, Ryan K. Dale, Andreas D. Baxevanis, Brant M. Weinstein

**Keywords:** RiboTag, Translatome, TRAP-RNAseq, Endothelial cell profiling, Zebrafish

## Abstract

Vascular endothelial cells in vivo are exquisitely regulated by their local environment, which is disrupted or absent when using methods such as FACS sorting of cells isolated from animals or in vitro cell culture. Here, we profile the gene expression patterns of undisturbed endothelial cells in living animals using a novel “AngioTag” zebrafish transgenic line that permits isolation of actively translating mRNAs from endothelial cells in their native environment. This transgenic line uses the endothelial cell-specific *kdrl* promoter to drive expression of an epitope tagged Rpl10a 60 S ribosomal subunit protein, allowing for Translating Ribosome Affinity Purification (TRAP) of actively translating endothelial cell mRNAs. By performing TRAP-RNAseq on AngioTag animals, we demonstrate strong enrichment of endothelial-specific genes and have uncovered both novel endothelial genes and unique endothelial gene expression signatures for different adult organs. Finally, we generated a versatile “UAS: RiboTag” transgenic line to allow a wider array of different zebrafish cell and tissue types to be examined using TRAP-RNAseq methods. These new tools offer an unparalleled resource to study the molecular identity of cells in their normal in vivo context.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s10456-025-09990-8.

## Introduction

The vascular system is a complex network of arteries, veins, and capillaries working in concert to allow oxygenated blood to flow throughout the body, transporting hormones and small molecules to target tissues. This network is comprised of lumenized endothelial cell tubes surrounded by smooth muscle cells (in larger vessels, especially arteries) or pericytes juxtaposed to the basement membrane. Endothelial cells in vascular tubes have extensive cell–cell junctional contacts with one another and with the surrounding vascular smooth muscle cells. In addition, the luminal surface of the endothelium is constantly exposed to flow dynamics, circulating cells, and circulating factors from the blood, while the abluminal surface interacts extensively with extracellular matrix and with numerous non-vascular cell types and tissues. Understanding how endothelial cells respond to this complex multitude of external cues and signals in vivo to regulate blood vessel growth and function is of enormous interest given the important roles vessels play in a variety of pathologies including cancer, ischemia, and congenital vascular disorders.

Existing methods for analysis of endothelial gene expression and function generally rely on post-mortem single-cell isolation and/or in vitro culture of endothelial cells, disrupting virtually all of the normal interactions experienced by endothelial cells in vivo*.* A number of animal models have been used to study endothelial cells in their endogenous setting, including mice, birds, and zebrafish. The zebrafish is a particularly useful model organism for studying the vasculature, with externally developing, optically clear embryos and larvae, as well as the availability of a variety of transgenic reporter lines expressing fluorescent proteins in the endothelium that permit high-resolution visualization of the complex and widely dispersed vascular network at all stages of development including adults [1, 2]. These features, along with the ability to house large numbers of adult animals and obtain large numbers of progeny, facilitate genetic and experimental analysis of vascular development and homeostasis in the fish. The advantages of the zebrafish model have led to important discoveries including mechanisms of arterial-venous differentiation [3–6], lumen formation [7–9], and guidance and patterning of vessel networks during development [10, 11].

Although zebrafish have been an invaluable model for observing endothelial cell behavior in vivo*,* existing methods for global analysis of endothelial gene expression, such as RNAseq or single-cell RNAseq approaches, still require enzymatic and mechanical dissociation into single-cell suspensions that are then subjected to further (and often lengthy) sorting procedures before RNA can be prepared from the cells. It is likely that these manipulations introduce signaling pathway changes, including activation of cell stress and apoptotic pathways, that obscure the native transcriptional state of endothelial cells. In contrast, Translating Ribosome Affinity Purification (TRAP) [12] involves collecting actively translating mRNAs by immunoprecipitating the attached ribosomes translating these mRNAs. Initial studies in mice have demonstrated that transgene-driven expression of an epitope-tagged ribosomal protein subunit (also known as a “RiboTag”) within specific cell types or tissues can be used to affinity purify and profile actively translating mRNAs in vivo by performing TRAP followed by RNAseq (TRAP-RNAseq) or microarray experiments [12–14]. These plus several studies in varying model organisms such as mice, zebrafish, and flies, have not only showed the versatility of this method in probing in vivo gene expression of different cell types, but have also thoroughly validated this tool by demonstrating the incorporation of tagged ribosomal subunits into the ribosome [12, 15–17] and the correlation of ribosome-associated mRNA transcripts with protein expression [12, 18–20].

We have now developed transgenic zebrafish that permit profiling of global gene expression in vascular endothelial cells (“AngioTag”) or in any cell or tissue type for which a Gal4 driver line is available (“UAS:RiboTag”). These lines utilize the vascular endothelial kdrl or UAS promoters, respectively, to drive co-expression of HA-tagged Rpl10a (a 60S ribosomal subunit protein) and EGFP (a visible transgene marker), permitting immunoprecipitation of tissue-specific ribosomes and collection of the mRNAs they are attached to and translating. Since isolation of vascular mRNA from these transgenic lines is extremely rapid, embryos and organs are quickly homogenized in a lysis buffer containing cycloheximide to halt further translation so that the collected mRNAs represent the *bona fide* expression profiles of undisrupted cells in situ*.* Using this tool, we have uncovered novel endothelial genes involved in embryonic vessel development, as well as unique endothelial signatures of vessels in different adult organs. These new transgenic lines provide powerful tools for profiling cell- or tissue-specific gene expression in the zebrafish that can be used to study changes in gene expression during development, disease, or repair after injury.

## Methods

### Zebrafish

Zebrafish were maintained and zebrafish experiments were performed according to standard protocols [21] and in conformity with the Guide for the Care and Use of Laboratory Animals of the National Institutes of Health, in an Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC)-accredited facility. Fish were housed in a large recirculating aquaculture facility with 1.8 L and 6 L tanks. Water quality was routinely measured and proper parameters taken to maintain water quality stability. Fry were fed rotifers and adults were fed Gemma Micro 300 (Skretting). The following transgenic fish lines were used in this study: EK (wild-type), *Tg(kdrl:gfp)*^*la116*^ [22], *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ (this paper), *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^ (this paper), *Tg(xa210:gal4)*^*y241*^ [23], *Tg(fli1a:gal4ff)*^*ubs4*^ [24], and *Tg(huc:gal4)* [25].

### Sucrose gradient

Sucrose density gradients were prepared for sedimentation analysis of polysome profiles. 12 mL 5–50% sucrose gradients were prepared in 110 mM KOAc, 2M MgOAc, 10 mM HEPES pH 7.6 with BioComp Gradient Master (BioComp), and allowed to rest overnight at 4 °C. Dechorionated and deyolked embryos were dounce homogenized in 1.5 µl polysome fractionation buffer per embryo (10mM HEPES pH7.4, 110mM KOAc, 2mM MgOAc, 100mM KCl, 10mM MgCl_2_, 0.1% Nonidet P-40, 2mM DTT, 40U/mL RNasin, 200ug/mL cycloheximide, and protease inhibitors; adapted from [26]). Homogenates were centrifuged at 1000xg for 10 min at 4 °C. Protein concentration was quantified by Bradford assay (Sigma Aldrich) and equivalent amounts were loaded onto gradients. Samples were centrifuged in a SW41 Beckman rotor at 40,000 rpm at 4 °C for 2 h. 16 × 1 mL fractions were collected with an ISCO piercing apparatus connected to a BioLogic chromatography system at 0.5 mL/min, pushing 55% sucrose. Data were collected using LP DataView software (BioRad). For EDTA treatment, samples were treated with 200 mM final concentration EDTA prior to loading onto gradient.

### TRAP protocol

Translating Ribosome Affinity Purification (TRAP) was performed as described previously [12] with modifications. For each larval TRAP sample, approximately 1200-1500 24 hpf zebrafish embryos were dechorionated, deyolked, and dounce homogenized in homogenization buffer consisting of 50 mM Tris pH 7.4, 100 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT (Sigma, Cat. #646563), 1 × Protease inhibitors (Sigma, Cat. #P8340), 200 units/mL RNAsin (Promega, Cat. #N2115), 100ug/mL Cycloheximide (Sigma Cat. #7698), 1mg/mL Heparin (Sigma, Cat. #H3393-10KU). Lysates were cleared for 10 min at 10,000×*g*, 4 °C. 1 µl of anti-HA antibody (Abcam ab9110 Rabbit polyclonal, RRID: AB_307019) was added per 400 µg protein in an 800 µl lysate and the samples were orbitally rotated at 4 °C for 5 h. 60 µl of Dynabeads® protein G slurry (Novex/Life Technologies) was added per 1 µl of anti-HA antibody with homogenization. Before using, Dynabeads were washed with 800 µl homogenization buffer, rotating for 30 min to equilibrate the beads. The wash buffer was then removed from the Dynabeads and the lysate + Ab solution was added to the equilibrated Dynabeads. This Dynabead + lysate + Ab mixture was incubated overnight at 4 °C on an orbital rotator. Dynabeads were collected using a magnetic stand and washed 3 × 5 min on an orbital shaker with high salt homogenization buffer (50 mM Tris pH 7.4, 300 mM KCl, 12 mM MgCl_2_, 1% NP-40, 1 mM DTT, 1 × Protease inhibitors, 200 units/mL RNAsin, 100 µg/mL cyclohexamide, 1mg/mL heparin). RNA was collected from the Dynabeads and DNase treated using the Zymo ZR-Duet Kit (Zymo Research D7003). Note that careful attention to the protocol is required to keep lysates cold and free of RNases as RNA integrity must be carefully monitored. Large numbers of embryos are needed to provide the starting material for the TRAP protocol because (i) the endothelial or other cell types expressing the RiboTag represent a small fraction of the total cells in the animal, (ii) only a fraction of the ribosomes in the targeted cell type contain the RiboTag, with most ribosomes still being “untagged”; (iii) TRAP-purified RNA samples contain a large amount of co-purifying ribosomal RNAs in addition to the mRNAs, and (iv) we prepared largely unamplified libraries for sequencing.

A similar TRAP protocol was utilized for the adult whole fish and organ samples as described above with a few additional modifications. SUPERase-In (100 U/µl) was added to the homogenization buffer as an additional RNase inhibitor. Organs were either dissected fresh or flash frozen for later use. Whole fish were flash frozen and ground into fish powder before homogenization. Four organs/whole fish were used per replicate and the amount of each tissue was weighed so that a ratio of only 0.75–3% tissue to homogenization buffer (weight/volume) was utilized. Tissue was homogenized using a Cole-Parmer LabGen 850 homogenizer at 13,000 rpm for 45 s. 5 µl of anti-HA antibody was used per sample. Antibody and Dynabeads incubation were the same as the larval samples, but RNA was collected from the Dynabeads using RNeasy Micro Plus Kit (Qiagen #74034) with RNA-only β-mercaptoethanol supplementation in the RLT buffer.

### Quantitative RT-PCR

RNA was reverse transcribed using a high-capacity cDNA reverse transcription kit (Applied Biosystems™). cDNA was combined with the primers listed below and with LightCycler® 480 SYBR Green I (Roche). Reactions were run in a LightCycler® 480 Multiwell Plate 384 machine (Roche). Relative fold changes were calculated using ddCT calculations and by calculating standard deviations. The following primer pairs were used:

**Table:** 

Gene	Forward Primer	Reverse Primer
cdh5	CAACAGACGCTGATGATTCC	GTCTTTGGCTTGAACAGCAA
kdrl	GAGTTCCAGCACCCTTTATCA	ATCGTCCTTCTTCACCCTTTC
desmin a	CGGTGGTTATCAGGACACTATC	TCCAGAGCCATCTTCACATTC
neurogenin 1	CGCATTGGATGCTTTGAGAAG	CGAAAGTGCCCAGATGTAGT
snap25	GGCTACTGTCATGCTCCTTATT	TGATTGTAAGTGCTCGTCGTATTA
actin b1	CGAGCAGGAGATGGGAACC	CAACGGAAACGCTCATTGC

### RNAseq

RNA concentration and quality were measured on a Qubit (Thermo Fisher) and on an Agilent 2100 BioAnalyzer + RNA Pico Chip (Agilent), respectively. For our 24 hpf TRAP samples, a large proportion of the RNA samples we collected represented ribosomal RNAs co-purified with our polysome mRNAs, so 500 ng RNA was polyA-selected or rRNA-depleted using an Ribo-Zero rRNA Removal Kit (Illumina) before library construction. Sequencing libraries were constructed from the purified mRNA using TruSeq Stranded mRNA Library Prep Kits (Illumina). Libraries were sequenced using an Illumina HiSeq 2500 to generate approximately 50 million 2 × 75 bp or 2 × 100 bp pair end reads. Raw data were de-multiplexed and analyzed. RNAseq data were deposited into NCBI’s Gene Expression Omnibus (GEO) repository and assigned accession number GSE292080.

For adult whole fish and organs, RNA samples were submitted to Novogene, Inc. for ultralow input mRNA sequencing. Samples underwent quality control, library construction, and sequencing. RNA libraries for RNAseq were prepared by Novogene using a SMART-seq V4 Ultra Low Input RNA kit and a non-directional library. Messenger RNA was enriched using a poly-T oligo-attached magnetic beads. Samples were sequenced on an Illumina NovaSeq 6000 to generate 150 bp pair end reads ranging from 24 to 94 million raw reads per sample. RNAseq data were deposited into GEO and assigned accession number GSE276280.

### Assessing mRNA abundance from RNAseq data

For our larval TRAP and FACS samples, raw RNAseq reads were mapped to the zebrafish reference genome (GRCz11) using the STAR alignment software package (v. 2.7.11b). Only those RNAseq reads mapping to annotated protein-coding Ensembl gene models (release 99, https://ftp.ensembl.org) were used for gene expression profiling. Quantification of the mapped RNAseq data was done using the RSEM software suite (v. 1.3.3), obtaining expected and normalized RNAseq read counts (in transcripts per million, TPM). DESeq2 (v. 1.38.3) was used to compare mRNA abundance between samples using the RSEM-calculated expected counts for each gene as input data. For comparing mRNA abundance between TRAP-enriched or FACS-sorted samples versus their corresponding non-enriched or non-sorted input, a generalized linear model (GLM) based on the negative binomial distribution was used, as summarized by the formula [GeneExpression ~ condition], where the condition is either ‘enriched’ (for TRAP-enriched or FACS-sorted mRNAs) and ‘not enriched’ (for TRAP experimental mRNA input or mRNA from dissociated FACS samples, respectively). The Wald test, as implemented by DESeq2, was used to test for statistical significance. For identifying mRNA abundance differences between the two TRAP-enriched samples, i.e., endothelial cell TRAP-enriched mRNAs versus whole animal TRAP-enriched mRNAs, a GLM as summarized by the formula [ GeneExpression ~ experiment + condition + experiment:condition] was used, where ‘experiment’ indicates how mRNAs were isolated (by TRAP-enrichement or input mRNAs), and ‘condition’ indicates the different samples being compared (endothelial cell or whole animal mRNAs). The interaction term ‘experiment:condition’ is, in essence, the ratio of ratios [(TRAP-enriched endothelial cell polysome/input endothelial cell polysome)/(TRAP-enriched whole animal polysome/input whole animal polysome)]. As implemented in DESeq2, the likelihood ratio test was used along with a reduced model that excludes the ‘experiment:condition’ interaction term to test for differences in the TRAP enrichment of mRNAs between endothelial cell and whole animal samples.

For the adult TRAP samples, sequenced FASTQ files were trimmed with cutadapt and aligned with hisat2 using lcdb-wf pipeline (https://github.com/lcdb/lcdb-wf, v1.9rc). We used zebrafish genome assembly version GRCz11 and Ensembl gene annotation version 99. Subsequent downstream analyses were performed with the lcdb-wf pipeline utilizing R and packages DESeq2, clusterProfiler and GeneTonic (for fuzzy clustering). To determine which genes were endothelial enriched within a specific tissue, one-sided Wald t-tests were used to select for genes that were upregulated in the TRAP pulldown (IP) for that tissue compared to its total mRNA lysate (input), later referred to as the IP > Input comparison. To determine which endothelial enriched genes were shared among all tissues and the whole fish control, a multiple testing procedure for multi-dimensional pairwise comparisons was applied [27]. To control the false discovery rate (FDR) across genes at 10%, we extracted raw p-values for each gene and each tissue IP > Input comparison, with missing values being replaced by 1. A Holm correction was applied across comparisons for each gene separately. The FDR was calculated across genes using gene-wise minimal Holm-corrected p-values, and the fraction R of genes with FDR < 0.1 was determined. For each IP > Input comparison we selected genes whose within-gene Holm-corrected p-values were less than 0.1*R (and whose across-genes FDR was less than 0.1). Intersection of these genes across all IP > Input comparisons yielded a set of 350 genes. Out of this list, select genes were picked to be displayed in a heatmap in which their TRAP pulldown log2fold expression for each tissue was ≥ 1.2 compared to their own tissue lysate with a p-adjusted value < 0.05.

To determine which genes were uniquely enriched in the endothelium of specific organs, we pre-screened for genes within each tissue whose endothelial TRAP pulldown (IP) was upregulated compared to its total tissue mRNA lysate (input) and, separately, whose endothelial TRAP pulldown was upregulated compared to the whole fish endothelial TRAP pulldown, using a similar multiple testing procedure for multi-dimensional pairwise comparisons as described above, and taking an intersection of the two comparisons. This yielded a list of 3304 genes combined across all tissues (excluding whole fish). Based on this dataset, we determined genes dominantly expressed in each tissue's TRAP pulldown (IP) sample. The criteria for selection were as follows: (1) a gene was selected in a given tissue during the pre-screening, (2) it passed the omnibus FDR < 0.1 testing overall gene change across IPs (using minimum Holm-corrected p-values of all pairwise IP vs. IP comparisons), (3) statistically verified greater IP expression than in all other tissue IPs (with cross-IP Holm-corrected p-values < 0.1 × R, where R is the fraction of genes passing the omnibus test), (4) the minimum across the tissue IP replicates is above any other IP replicates in all other tissues. Gene lists for each tissue were then further filtered as follows: (1) endothelial gene expression was at least 1.5-fold greater than that of the organ lysate, (2) endothelial gene expression was at least twofold greater than the endothelial gene expression of the next highest tissue, and (3) the difference in endothelial gene expression between the tissue of interest and the next highest expressing tissue was at least twofold greater than their tissue lysate differences. A heatmap was generated using the top 7–8 genes that fit these criteria for each organ. Known information on selected genes was obtained using ZFIN and UniProt databases [28, 29].

### Functional annotation of gene lists determined from RNAseq analyses

Gene Ontology (GO) term enrichment analyses were performed using the PANTHER classification system (v18.0, https://pantherdb.org/). Statistical overrepresentation of biological processes GO terms was done using gene lists that were determined from the RNAseq analyses performed on larval samples. The Fisher’s exact test with Bonferroni correction was used for statistical testing.

### Analysis of gene features

For calculating codon usage, the coding sequences (CDSs) for all annotated transcripts were obtained from Ensembl (release 99, https://ftp.ensembl.org) in FASTA format. Custom Perl scripts were used to retrieve specific transcript sequences and to count codons from these sequences. Only Ensembl CDSs having a length consistent with a genetic code made up of three-nucleotide codons were considered. Additionally, only CDSs with the start codon ATG and stop codons TAA, TAG, and TGA were considered. The selection criteria for a representative annotated transcript for each annotated gene were as follows: (1) The transcript with the longest CDS length was selected as the representative transcript sequence for its corresponding annotated gene, (2) when attempting to select for the longest transcript, if there was a tie in CDS lengths of two or more transcripts for a given annotated gene, the transcript with the longest mRNA length was then selected. Upon selection of the representative CDSs for each annotated genes, the codon usage of ‘more highly translated’ genes and ‘less highly translated’ genes was determined from the Ensembl CDS. Partitioning of genes into one of these two categories was done using the results from the RNAseq analysis between the whole animal TRAP-enriched mRNA versus the corresponding input mRNA. Codon usage was determined by counting the number of times a codon was seen among all CDSs of genes that had higher mRNA abundances in the whole-animal TRAP-enriched samples—the ‘more highly translated’ genes. Likewise, the same codon counting method was used for genes found to have lower mRNA abundances among whole animal TRAP-enriched samples, with these genes being considered ‘less highly translated.’

### Western blot

Protein samples were collected and boiled in Laemmli buffer + 2-mercaptoethanol and run on 12% polyacrylamide gels, transferred onto PVDF membranes, and then blocked in 5% BSA. Blots were probed with either anti-RPL11 (Abcam, Cat. # ab79352, RRID: AB_2042832) or anti-HA (Sigma, H9658, RRID: AB_260092) antibodies. Blots were exposed on film (Amersham Hyperfilm ECL, GE28906836) using Amersham ECL Western Blotting Reagent (GE, RPN2106).

### Fluorescence activated cell sorting

For Fluorescence Activated Cell Sorting (FACS), 24hpf AngioTag embryos were anaesthetized with Tricaine and dechorionated and deyolked. Embryos were then washed in PBS and incubated in 0.25% trypsin at room temperature with trituration until dissociated into a single cell suspension. Following embryo dissociation, trypsin was quenched with Leibovitz L-15 phenol-free media with 10% FBS (Gibco). Cells were passed through a 70 µM strainer and collected by centrifugation at 600xg for 1 min. Cells were resuspended in phenol-free L-15 + 10% FBS, and GFP + cells were collected by FACS sorting on a BD FACSAria™ III machine using BD FACSDiva™ software (Becton Dickinson Biosciences). Sorted cells were collected at 500×*g* for 5 min and RNA was isolated and DNase treated using the ZR-Duet kit (Zymo Research D7003).

### Whole-mount RNA in situ hybridization

DIG-labeled antisense riboprobes for the below genes were generated using DIG Labeling Kit (Roche). In situ hybridization was performed as described [3]. BM purple (Sigma) was used for DIG-labeled probes. Riboprobes were generated for the following genes:

- ENSDARG00000069998 (F′ GGTGCAGATAACTGGGAAGGTGATAG, R′ TCAGTGTGAAGACGTACACC),
- ENSDARG00000076721 (F′ CAGATGAAGTAAAGTCAGTATCTGTGATG, R′ GTAGTCTGGTTGGTGAATGAATAAGC),
- ENSDARG00000098293 (F′ GACCATGTGCTGAGAAATGTGAAGAG, R′ TGTTAGCTCCATTTCCGCAG),
- ENSDARG00000098129 (F′ GCTGTCTGTGGAGCGCTAAGTGTTTGTCT, R′ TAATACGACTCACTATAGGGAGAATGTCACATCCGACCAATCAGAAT),
- ENSDARG00000008414/exoc312a (F′ GAGGCTGAAGGTAGATTTGGACAGATCGAC, R′ TGTGGATCCCACTATTTTTACAGTG),
- ENSDARG00000056643/slc22a7b.1 (F′ ACAACTTTATCGCCGCCATC, R′ AGCCCTCCAGTCATTCACAA),
- ENSDARG00000099980/bpifcl (F′ CAGAAGCAGATGAAGTTCATTAGTTCATTA, R′ CTCCATGTTAGTGACTGCTTGTTGG)

### Hybridization chain reaction (HCR) in situ

HCR probes were designed and purchased from Molecular Instruments or designed using the in-situ-probe-generator_v.0.3.2 [30] and purchased from IDT. The molecular instruments protocol for fixed whole-mount zebrafish embryos and larvae was followed with a few modifications. Whole fish were fixed in 4% paraformaldehyde (PFA) for 2 h at room temperature, with a cavity opened for better PFA penetration, then organs dissected and rinsed in 1 × phosphate-buffered saline. The methanol steps were not performed and instead organs directly underwent proteinase K treatment after the 1 × phosphate-buffered saline rinses which ranged from 30-50µg/ml for 10–15 min depending on the organ. 4 pmol of each probe was utilized for hybridization. Organs were incubated with 1μg/ml of DAPI in 5 × SSCT for one hour before a final 5 × SSCT only wash step.

### Generation of constructs and transgenic lines

The RiboTag and AngioTag constructs were generated using Gateway Technology [31]. Rpl10a was PCR amplified from 24 hpf zebrafish cDNA using forward primer GTG AGA GGG GAG ATA TCA CG and reverse primer CTA AGC GTA ATC TCC AAC ATC GTA TGG GTA GTA GAG GCG CTG TGG TTT TCC CAT G, and TOPO TA cloned into the PCR-II vector. Bridging PCR was then used to add EGFP and viral 2A sequence [32] to generate the “RiboTag” construct pME-egfp-2a-rpl10a-3xHA. Gateway LR reactions were used to combine pDEST-IsceI-Flk7kb, pME-egfp-2a-rpl10a-3xHA, and p3E-polyA. The kdrl:egfp-2a-rpl10a3xHA “AngioTag” construct was digested with IsceI enzyme and microinjected into the blastomere of one-cell stage zebrafish embryos. A stable *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ germline transgenic line was established by screening through multiple generations.

The UAS:RiboTag construct was generated using SLiCE technology [32]. The pT1ump-14xUAS-MCS-POUT [34] was digested with EcoRI and XhoI and then forward primer TCC CAT CGC GTC TCA GCC TCA CTT TGA GCT CCT CCA CAC GAA TTC GCC ACC ATG GTG TCA AAA G and reverse primer ACA TGT TCA GTT AAC GGT GGC TGA GAC TTA ATT ACT AGT CTC GAG TTA AGC GTA ATC TGG AAC ATC were used to slice clone the RiboTag cassette downstream from the 14 × UAS sequence, using pME-egfp-2a-rpl10a-3xHA as the template.

The Gene C (ENSDARG00000098293) and Gene B (ENSDARG00000076721) mutants were generated using CRISPR-Cas9 technology, as outlined in Gagnon et al. [35]. For ENSDARG00000098293, the guide primer sequence was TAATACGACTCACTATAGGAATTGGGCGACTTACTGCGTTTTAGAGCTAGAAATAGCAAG, for ENSDARG00000076721, the guide primer sequence was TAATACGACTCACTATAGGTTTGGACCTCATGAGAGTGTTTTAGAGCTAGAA. Genotype was determined using an ABI 3130 (Applied Biosystems) with screening primers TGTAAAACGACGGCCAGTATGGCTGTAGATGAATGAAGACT and GTGTCTTTCTCAGCACATGGTCAGAGG for ENSDARG00000098293 and screening primers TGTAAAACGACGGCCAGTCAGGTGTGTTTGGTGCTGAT and GTGTCTTCACGGGCATTAACTCACCAT for ENSDARG00000076721.

The Gene C mutant described in this manuscript has a 20bp deletion in exon 2.

**Table:** 

^37^TTGGGCGACTTAA—GTGAAGGAGTTAAGCGAAGCTCAGACC^76^	
^37^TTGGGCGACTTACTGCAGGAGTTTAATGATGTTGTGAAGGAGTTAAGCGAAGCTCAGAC^96^	

The Gene B mutant described in this manuscript has a 5bp deletion in exon 2.

**Table:** 

^192^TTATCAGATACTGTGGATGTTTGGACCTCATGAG—GATAGCTGAAATCTATAAGCA^247^	
^192^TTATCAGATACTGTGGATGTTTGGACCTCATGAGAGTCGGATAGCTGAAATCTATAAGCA^252^	

### Microscopic image acquisition and processing

Larvae used for imaging were anesthetized using 168 mg/L Tricaine (1X Tricaine) and mounted in 0.8–1.5% low melting-point agarose dissolved in embryo buffer and mounted on a depression slide. Confocal fluorescence imaging for larvae and adult organs was performed with an LSM 880 (Zeiss) or a Nikon TI2 with CSUW1 spinning disk microscope. Confocal images were processed using either Zen software or Nikon Elements. Schematics and figures were made using Adobe Illustrator 2023 and BioRender software.

### Caudal plexus measurements

The dorsal–ventral width of the caudal plexus was measured under the first ISV posterior to the anal pore, using Fiji [36]. Measurements to the left, underneath, and to the right of the ISV were taken, and then averaged and normalized to the overall dorsal–ventral height of the embryo at the first ISV posterior to the anal pore, which was measured in a similar manner to the caudal plexus. The values for each genotype were then averaged, normalized to the wild-type measurement, and the standard error of the mean was determined. A student’s t-test was run to determine significance.

## Results

### Translating ribosome affinity purification (TRAP) in zebrafish embryos

To determine whether TRAP could be used to isolate polysome-bound mRNAs from developing zebrafish, we designed an egfp-2a-rpl10a3xHA RiboTag cassette. This cassette includes the 60S ribosomal protein L10a (rpl10a) fused to triplicate hemagglutinin (HA) epitope sequences (rpl10a3xHA). To visualize transgene expression, the cassette also includes EGFP linked to rpl10a3xHA via a viral 2A cleavage site [32], permitting bicistronic expression of separate EGFP and rpl10a3xHA polypeptides (Fig. 1A). Assembly of Rpl10a3xHA protein into functional ribosomes marks translating mRNAs in cells expressing this transgene (Fig. 1B). To test whether the transgene could be employed to isolate tagged polysomes using TRAP, we injected RiboTag mRNA into single-cell embryos, raised the embryos to 24 hpf, homogenized them, and affinity-purified HA-tagged polysomes using αHA antibody followed by direct immunoprecipitation with Dynabeads® (Fig. 1C). Western blotting of starting lysates, post-immunoprecipitation supernatants, and eluates from αHA pull-downs (Fig. 1D) showed that Rpl10a3xHA protein was readily detected in RiboTag-injected (lane 2) but not in control uninjected (lane 1) embryos, and that Rpl10a3xHA protein was efficiently pulled down using the αHA antibody (lane 6) and depleted from the supernatant (lane 5).

**Fig. 1:**
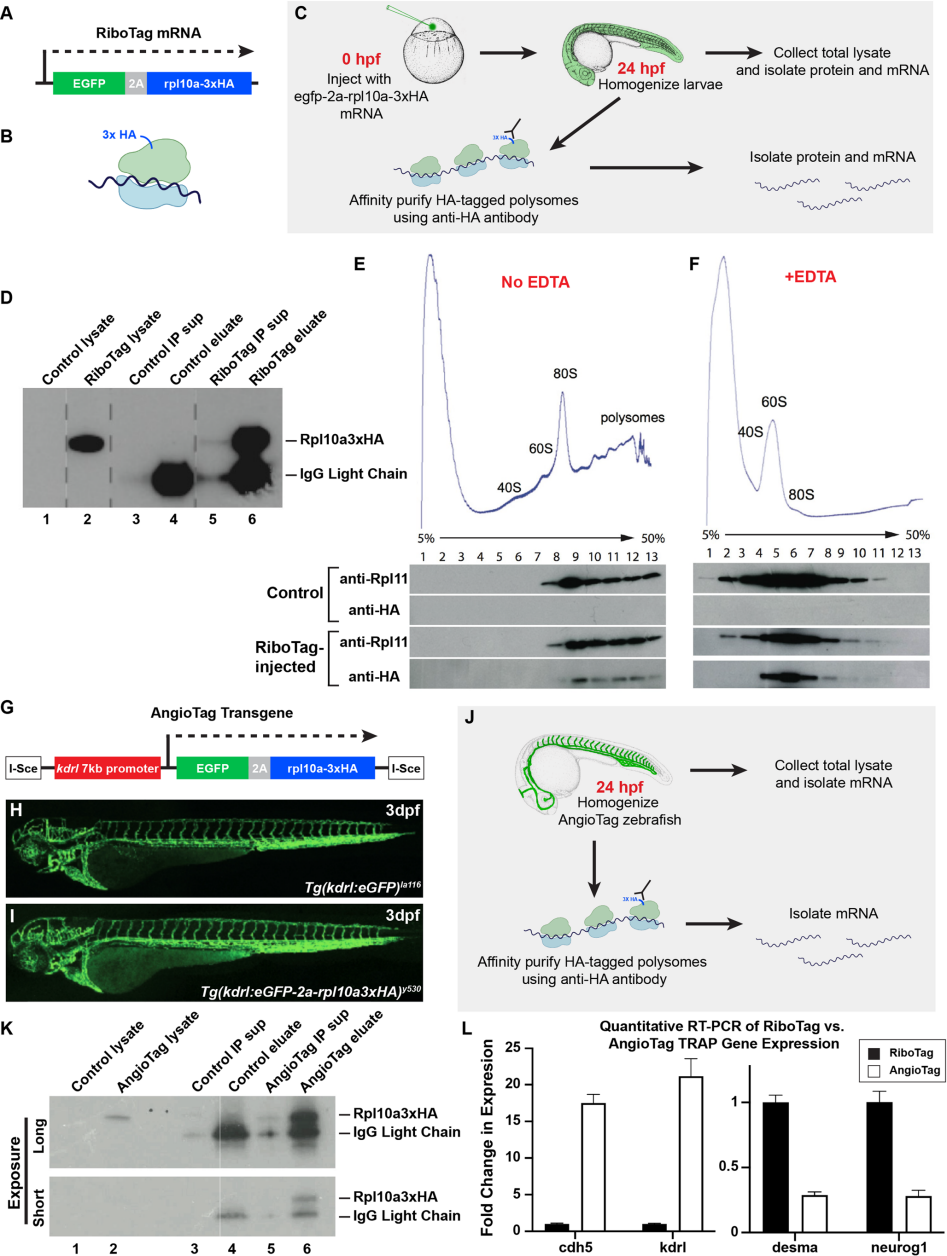
Affinity-tagged ribosomal protein subunits (Ribotags) can be used to purify translated RNAs in vivo. **A** Schematic diagram of the egfp-2a-rpl10a3xHA RiboTag cassette. **B** Schematic diagram of a 3xHA-tagged ribosome translating an mRNA. **C** Schematic diagram illustrating the workflow for TRAP purification of RNAs from RiboTag mRNA-injected zebrafish. **D** Western blot of starting lysates and TRAP supernatants and eluates from either control or RiboTag-injected animals, probed with αHA antibody. IgG light chain is present in the pull-downs. **E** Western blots of fractions collected from sucrose density gradient sedimentation of lysates from control or RiboTag-injected animals, probed with either αRpl11 or αHA. HA-tagged ribosomes sediment together with Rpl11-positive polysomes in the RiboTag-injected samples. **F** Western blots of fractions collected from sucrose gradient sedimentation of EDTA-treated lysates from control or RiboTag-injected animals, probed with either αRpl11 or αHA. Rpl11-positive endogenous ribosomes and HA-tagged ribosomes both sediment in the 60S fraction after EDTA treatment. **G** Schematic diagram of the IsceI(kdrl:egfp-2a-rpl10a3xHA) transgene. **H** Composite confocal micrograph of a 3dpf *Tg(kdrl:egfp)*^*la116*^ transgenic animal, for comparison purposes. **I** Composite confocal micrograph of a 3dpf *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ (“AngioTag”) transgenic animal. **J** Schematic diagram illustrating the workflow for TRAP purification of RNAs from AngioTag zebrafish. **K** Western blot of starting lysates and TRAP supernatants and eluates from either control or AngioTag animals, probed with αHA antibody, showing longer (top) and shorter (bottom) exposures of the same blot. IgG light chain is present in the pull-downs. **L** Quantitative RT-PCR measurement of the relative expression of endothelial genes *cdh5* and *kdrl*, and non-endothelial genes *desma* and *neurog1* in cDNA samples prepared from TRAP purified RNA from either RiboTag control (black columns) or AngioTag (white columns) animals, showing enrichment of vascular specific genes and depletion of non-vascular specific genes in the AngioTag TRAP samples

To ensure that Rpl10a3xHA protein is properly incorporated into the 60 S ribosomal subunit, the 80 S ribosome, and polysomes, we prepared lysates from RiboTag mRNA-injected and control-uninjected embryos and performed velocity sedimentation in sucrose density gradients, followed by Western blotting of collected fractions (Fig. 1E-F). We probed the blots using an antibody-recognizing endogenous Rpl11, a component of the 60 S subunit, and found that Rpl11 sediments similarly within the 60 S, 80 S, and polysome fractions in either uninjected controls or RiboTag-injected animals (Fig. 1E). When we probed the blots using an αHA antibody, we observed similar sedimentation patterns for Rpl10a3xHA protein in the RiboTag-injected animals, leading us to conclude that the epitope tag does not interfere with assembly of the 60 S subunit, 80 S ribosome, or polysomes (Fig. 1E). As expected, disassembly of polysomes using EDTA treatment causes both Rpl11 and Rpl10a3xHA to elute only in the 60 S fraction; they are not seen in the 80 S or polysome fractions (Fig. 1F). These results show that Rpl10a3xHA protein assembles into ribosomes in vivo and can be used for isolation of tagged polysomes from zebrafish.

### Isolating endothelial-specific RNA using AngioTag zebrafish

We next set out to create transgenic zebrafish expressing the RiboTag construct specifically within endothelial cells. We utilized the previously published endothelial specific 7 kb *kdrl* promoter [22] to design a IsceI(kdrl:egfp-2a-rpl10a3xHA) AngioTag transgene expressing the RiboTag cassette in an endothelial cell type-specific manner (Fig. 1G). We obtained a strongly expressing *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ germline transgenic line that shows a vascular-restricted EGFP expression closely matching the expression pattern of a previously generated *Tg(kdrl:egfp)*^*la116*^ [22] transgenic line driving EGFP alone (Fig. 1H–I). To test whether this AngioTag transgenic line could be used for TRAP enrichment of endothelial mRNAs, we prepared homogenates from 24 hpf AngioTag or control non-transgenic animals and subjected the lysates to the TRAP procedure (Fig. 1J). Western blotting of starting lysates (lanes 1 and 2), TRAP supernatants (lanes 3 and 5), and TRAP eluates (purified tagged polysomes, lanes 4 and 6) from non-transgenic (lanes 1,3,4) or AngioTag transgenic (lanes 2,5,6) animals (Fig. 1K) showed that Rpl10a3xHA protein was readily detected in AngioTag (lane 2) but not in control (lane 1) non-transgenic total lysates, and that Rpl10a3xHA was pulled down from AngioTag lysates using αHA antibody (lane 6). To assess whether the AngioTag TRAP procedure resulted in selective enrichment of endothelial-specific mRNAs, we performed quantitative RT-PCR for endothelial and non-endothelial genes using RNA collected from either 24hpf AngioTag transgenic animals or 24 hpf RiboTag mRNA injected animals. RNA isolated from AngioTag animals was highly enriched for endothelial-specific genes *(cdh5, kdrl)* and depleted of genes expressed specifically in non-vascular tissues *(desma, neurog1)* compared to the RiboTag mRNA-injected control RNA samples (Fig. 1L).

### Expression profiling using TRAP-RNAseq in zebrafish

Having shown that our AngioTag transgenic line could be used to selectively enrich for endothelial gene expression, we wanted to compare AngioTag TRAP-RNAseq endothelial expression profiling to FACS endothelial expression profiling using previously published methods in zebrafish [37–39] (Fig. 2A–B). As noted above, FACS protocols require the dissociation of an embryo into a single cell suspension, disrupting cell–cell, cell–matrix, and other external interactions for a prolonged period prior to cell lysis and RNA collection (Fig. 2A). In contrast, the TRAP procedure involves immediate homogenization, cell lysis, and stabilization of translating RNAs (Fig. 2B), providing an instant ‘snapshot’ of translated gene expression at the time of embryo homogenization, one that is potentially more representative of an ‘in vivo’ profile.

**Fig. 2:**
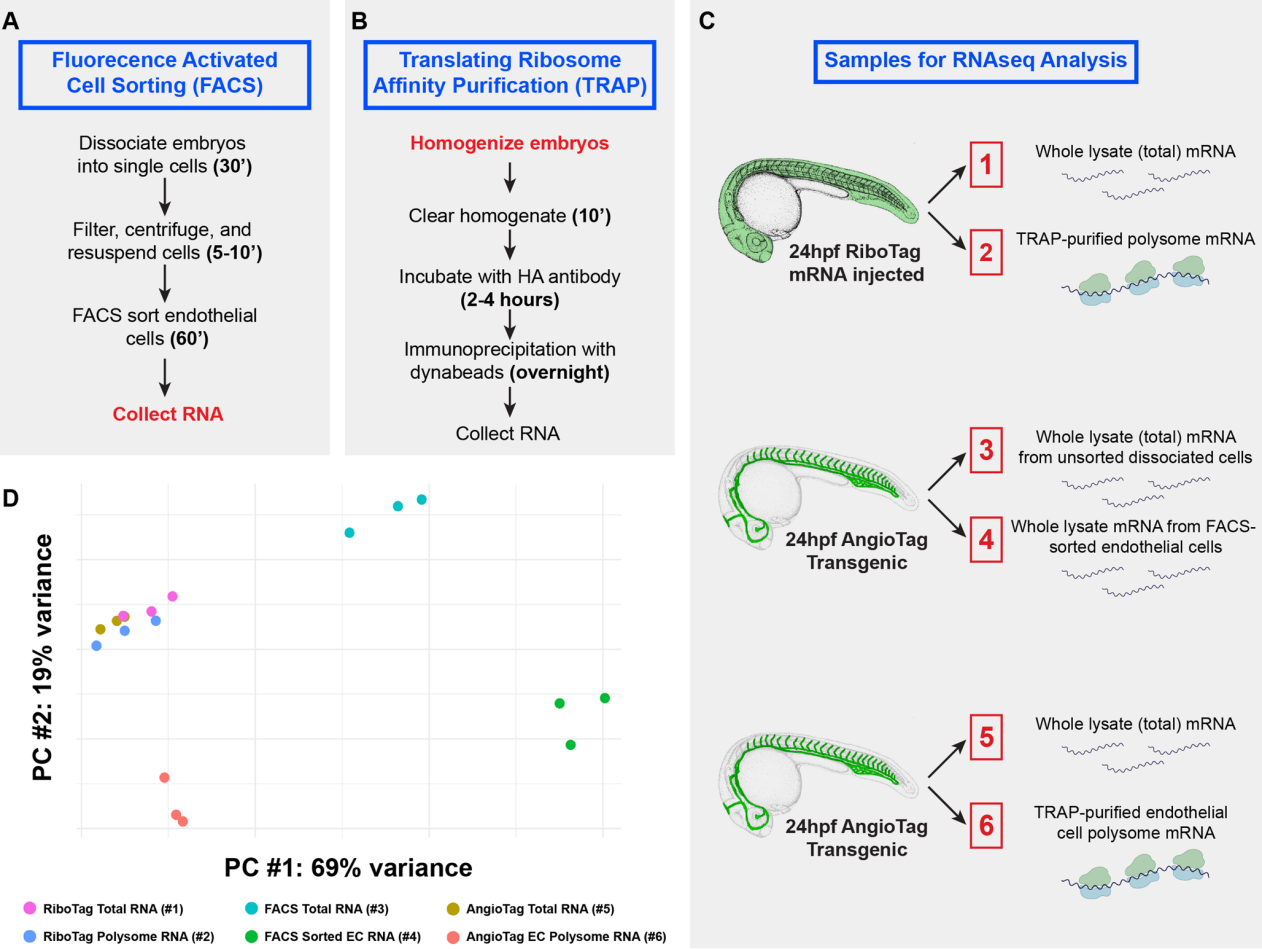
Comparative workflow for preparation of endothelial-specific RNAs using fluorescence activated cell sorting (FACS) versus translating ribosome affinity purification (TRAP). **A** Workflow for FACS of EGFP-positive endothelial cells and RNA preparation from 24hpf *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ AngioTag transgenic animals (sample #4 in panel C). RNA is collected from the cells after more than 1½ hours of embryonic dissociation and cell sorting. **B** Workflow for TRAP of translated mRNAs from 24hpf egfp-2a-rpl10a3xHA RiboTag mRNA-injected animals (sample #2 in panel C) or *Tg(kdrl:egfp-2a-rpl10a3xHA)*^*y530*^ (AngioTag) transgenic animals (sample #6 in panel C). Lysates are prepared from intact animals, and the RNA is stabilized immediately at the beginning of the procedure. **C** Samples collected in triplicate for RNAseq analysis. 24hpf RiboTag mRNA injected (samples 1 and 2), dissociated AngioTag transgenic (samples 3, 4), or AngioTag transgenic animals (samples, 5, 6). Part of each sample was used for whole lysate total RNA collection (samples 1, 3, and 5). The remainder of each sample was used for either TRAP purification of total (sample 2) or endothelial (sample 6) polysome mRNA, or for FACS sorting of EGFP-positive endothelial cells followed by RNA isolation (sample 4). **D** Principal component analysis of RNAseq data obtained from the six sample types noted in panel C, each run in triplicate (total of 18 samples). The greatest variance is seen between those samples in which cells were dissociated (samples 3 and 4) and those that were not (samples 1, 2, 5, 6)

We performed RNAseq in triplicate on a total of six different sample types (Fig. 2C). RNA was prepared from TRAP-purified polysomes from 24hpf RiboTag mRNA injected animals (Sample 2, ‘whole TRAP translatome’), from FACS-sorted endothelial cells from 24hpf AngioTag transgenic animals (Sample 4, ‘endothelial FACS transcriptome’), and from TRAP-purified polysomes from 24hpf AngioTag transgenic animals (Sample 6, ‘endothelial TRAP translatome’). For each of these samples, we also collected control RNA from either the starting lysates used for TRAP (Samples 1 and 5) or from unsorted cells (Sample 3). Three experimental replicates were performed for each of these sample types from separately collected samples, for a total of 18 samples used for RNAseq analysis. A minimum of 45 million reads were obtained for each sample, with an average of 84% of reads mapping uniquely (Supplemental Table 1). All sequence data was deposited with GEO (accession # GSE292080). Principal component analysis (Fig. 2D) showed that the RiboTag-TRAP (Samples 1 and 2) and AngioTag-TRAP (Samples 5 and 6) starting lysates and TRAP samples clustered fairly close together, while the FACS unsorted (Sample 3) and sorted (Sample 4) cell samples showed considerable divergence both from the other samples and from one another. This suggests that cell dissociation and cell sorting can cause changes in gene expression that are distinct from endogenous expression for these cells.

Comparing the whole-embryo lysate transcriptome (Sample 1) and matched whole-embryo TRAP translatome (Sample 2) from animals ubiquitously expressing RiboTag (Fig. 3A, Supplementary Material File 2) showed that 1430 genes were significantly differentially represented in the two RNAseq datasets (Benjamini-Hochberg -adjusted p < 0.05), with 807 genes showing increased representation (log2(fold) > 0.35) and 623 genes showing reduced representation (log2(fold) < -0.35) in the whole-embryo TRAP translatome (Sample 2) vs. the transcriptome (Sample 1) datasets. Eight of the ten PANTHER overrepresentation test [40] GO terms with the largest fold increase in the whole-animal translatome (Sample 2) vs. the transcriptome (Sample 1) were related to splicing, suggesting mRNAs for these genes may be more highly translated (Fig. 3B). To determine whether there are sequence features associated with increased or decreased translation, we examined relative codon usage associated with genes over- or under-represented in sample 2 vs. sample 1. By calculating the change in codon usage between the two groups, we identified strong preferences for and against particular codons in high- versus low-translated genes (Fig. 3C). Interestingly, our findings showing codon usage bias for highly translated genes closely correlates (r^2^ = 0.95) with previously published data examining codon usage bias in highly transcribed genes in the zebrafish genome [41] (Fig. 3D), with only slight differences seen in stop codon usage. These findings suggest that there is preferential codon usage for genes being highly translated which in turn can affect protein expression efficiency.

**Fig. 3:**
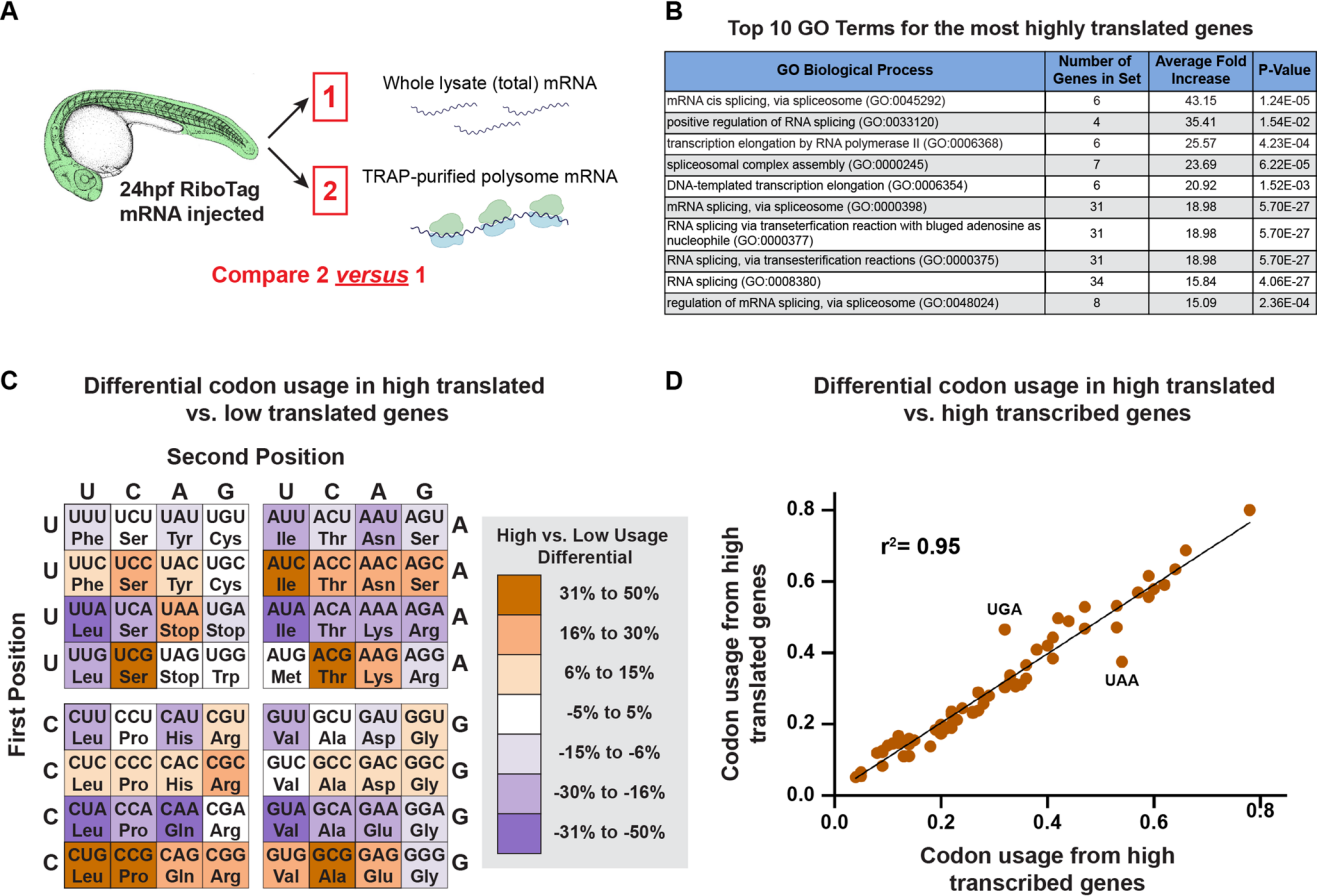
Comparison of the whole-animal transcriptome to its translatome. **A** Samples collected for RNAseq analysis of whole animal translatome (sample 2) vs. whole animal transcriptome (sample 1) from 24 hpf RiboTag mRNA injected animals. **B** Top 10 GO terms for the highest-translated genes based on average fold increase. **C** Percent change of codon usage between the most highly translated genes (log2(fold) > 0.35, BH-adjusted *p* < 0.05 comparing samples 2 vs. 1) and the least highly translated genes (log2(fold) < − 0.35, BH-adjusted *p* < 0.05 comparing samples 2 vs. 1). The color-coding scheme shows the percent change in the relative usage of each codon between the two sets of genes with the usage of each codon calculated as a percentage of the total number of codons coding for a particular amino acid. **D** Scatter plot comparing our findings of codon usage to those discussed in Horstick et al. [40]. The plot shows strong correlation between codon usage from high translated genes in our data set and high transcribed genes from Horstick et al. (r^2^ = 0.95)

### AngioTag profiling endothelial genes

Having shown that TRAP-RNAseq can be used effectively to profile translating mRNAs in vivo in the zebrafish, we next sought to examine whether our AngioTag transgenic line could be used for specific profiling of endothelium in vivo*.* As noted above, FACS has been used previously to isolate endothelial cells from developing zebrafish for gene expression profiling [37–39], so for purposes of comparison, we began by carrying out RNAseq analyses on mRNA from endothelial cells isolated from 24 hpf AngioTag animals by FACS (Fig. 4A–C). RNAseq experiments were carried out on mRNA isolated from total dissociated cells from 24 hpf AngioTag embryos (Sample 3) and on mRNA from EGFP-positive endothelial cells FACS-sorted from the same dissociated cell population (Sample 4; Fig. 4A). Comparative analysis of genes represented in the two RNAseq datasets showed that 3363 genes were significantly enriched in the FACS-sorted endothelial cells (log2(fold) > 0.35, BH-adjusted p < 0.05), while 3106 genes showed significant depletion in the FACS-sorted endothelial cell population compared to the total dissociated cell population (log2(fold) < -0.35, BH-adjusted p < 0.05; Fig. 4B, Supplementary Material File 3). Three out of the top 20 PANTHER overrepresentation test GO terms showing the highest fold enrichment in FACS-sorted endothelial cells were endothelial/vascular-related terms, while the other 17 most highly enriched GO terms were non-endothelial (Fig. 4C).

**Fig. 4:**
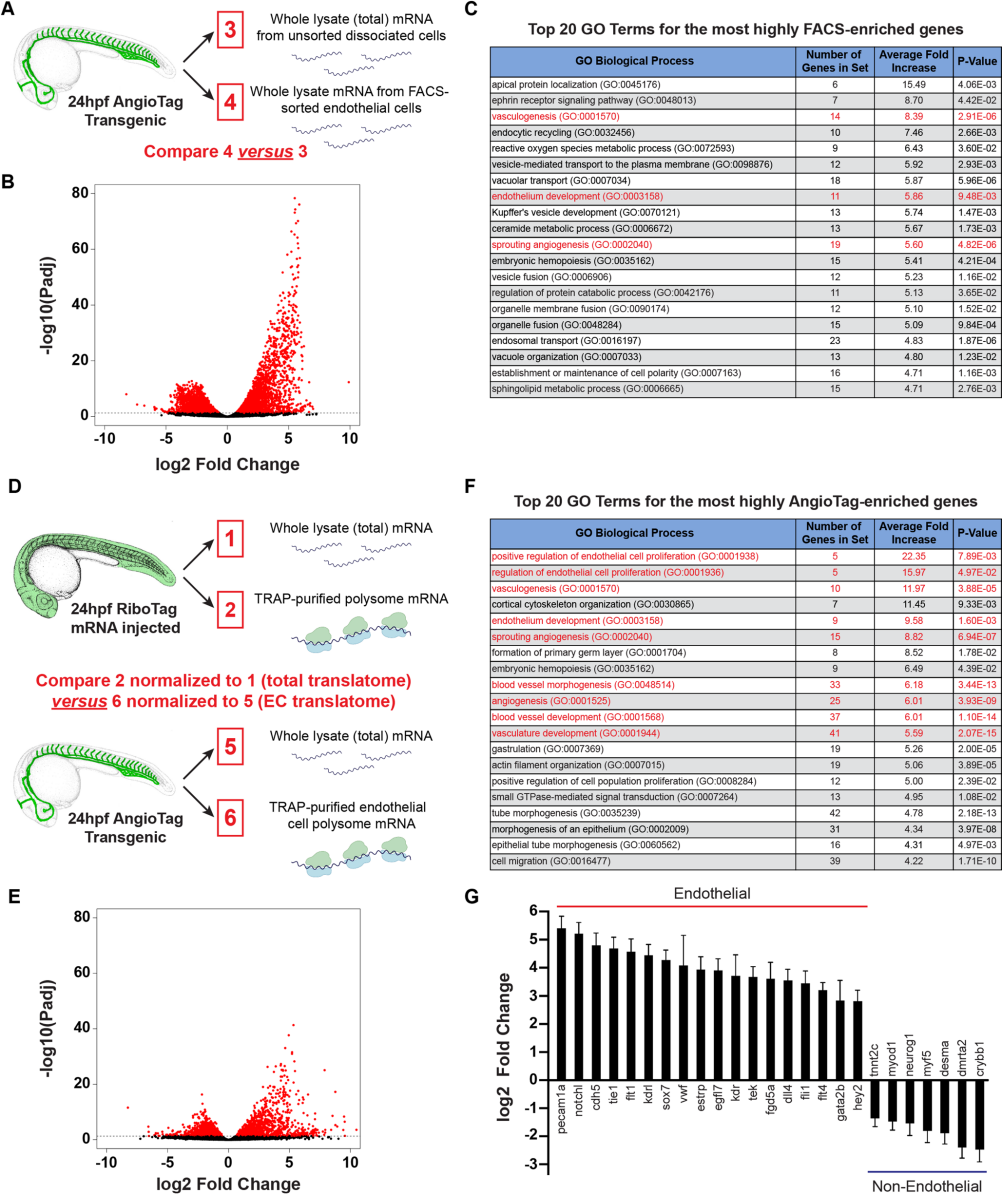
Translating Ribosome Affinity Purification shows greater endothelial gene enrichment compared to Fluorescence Activated Cell Sorting. **A** Samples collected from 24 hpf AngioTag transgenic animals dissociated into a cell suspension, for RNAseq analysis of mRNA from either FACS sorted endothelial cells (sample 4) or unsorted input cells (sample 3). **B** Volcano plot of endothelial enrichment using the sample comparison shown in panel A. **C** Top twenty GO terms for genes most highly enriched in the FACS sorted endothelial cell samples vs. whole animal dissociated unsorted cells. Three out of the top twenty GO terms represent endothelial process-related terms (in red text). **D** Samples collected for RNAseq analysis of TRAP purified endothelial cell polysome mRNA from 24 hpf AngioTag transgenic animals (sample 6) normalized to its input total mRNA (sample 5) compared to TRAP purified total embryonic polysome mRNA from 24 hpf RiboTag mRNA injected animals (sample 2) normalized to its input total mRNA (sample 1). **E** Volcano plot of endothelial enrichment using the sample comparison shown in panel D. **F** Top twenty GO terms for genes most highly enriched in the TRAP purified endothelial polysome mRNA samples. Nine out of the top twenty GO terms represent endothelial process-related terms (in red text) compared to only three seen with FACS sorted endothelial cells in panel C. **G** Log2 fold enrichment of endothelial specific genes and depletion of non-endothelial specific genes in AngioTag TRAP-RNAseq sample 6 (normalized to 5) as compared to RiboTag TRAP-RNAseq sample 2 (normalized to 1)

Next, we examined the results of profiling the endothelium in the AngioTag line using TRAP-RNAseq (Fig. 4D–G). We compared RNAseq datasets from the whole animal translatome (Sample 2) and endothelial translatome (Sample 6) RNAseq datasets after normalization of each of these samples to their whole-animal starting lysate transcriptome (samples 1 and 5, respectively; Fig. 4D, Supplementary Material File 4). 1365 genes were enriched in the endothelial translatome (log2(fold) > 0.35, BH-adjusted *p* < 0.05), while 1141 genes show some depletion when compared to the whole animal translatome (log2(fold) < − 0.35, BH-adjusted *p* < 0.05; Fig. 4E). Of the top twenty GO terms enriched in the endothelial TRAP-RNAseq dataset, nine were endothelial/vascular-related terms (Fig. 4F), a substantially higher number than found in the FACS-sorted endothelial cell data (Fig. 4C). Although three of these nine GO terms were also present in the top twenty terms for the FACS-sorted endothelial cells, they showed greater fold-enrichment in the TRAP-RNAseq dataset (compare Fig. 4C to F). In addition, direct comparisons between the transcriptomes of whole-animal dissociated cells and immediately lysed whole animals (Sample 3 versus Sample 1) or between FACS-sorted endothelial cell mRNA and TRAP-purified endothelial mRNA (Sample 4 versus Sample 6) showed a strong increase in known stress induced genes in the cell-dissociated samples [41], including Fos family members (fos), Heat Shock 70 proteins (hsp70), growth arrest and DNA-damage-inducible expression (gadd45), as well as the early growth response gene (egr1) and activating transcription factor (atf3) (Supplemental Fig. 1, Supplementary Material Files 5 and 6), suggesting that cell dissociation and cell sorting protocols induce stress-related transcriptional changes. Together, these findings suggest that TRAP-RNAseq provides a better readout of in vivo gene expression for cells of interest than FACs-RNAseq. As expected, several known endothelial-specific genes are highly enriched in the AngioTag TRAP-RNAseq dataset including *cdh5* and *kdrl*, while genes that are not expressed in endothelium such as *desma* and *neurog1* are depleted, confirming results obtained by RT-PCR and now confirmed using RNAseq approaches (compare Figs. 1L to 4G).

The vast majority of genes highly enriched by AngioTag TRAP-RNAseq are annotated, and many of these genes are already known to be expressed in the endothelium. However, our enriched gene set included genes not previously reported to be expressed in endothelium (Fig. 5A–B). In situ hybridization for three of these genes– *exoc3l2a, slc22a7b.1,* and *bpifc*–*,* confirmed their endothelial-specific expression pattern (Fig. 5C-E), suggesting that these genes may be involved in vascular development. In addition to annotated genes, our enriched gene set also includes unannotated genes lacking a previously reported link to endothelium, including four highly enriched genes in our dataset (Fig. 5F), each of which shows at least 20-fold endothelial enrichment (log2(fold) > 4) (Fig. 5G). Whole mount in situ hybridization confirms that all four of these genes have highly endothelial-specific expression patterns (Fig. 5H–O), with expression of one of the genes largely restricted to the endothelium of the caudal vascular plexus (Fig. 5J–K). To explore the functional significance of a few of the unannotated genes, we used CRISPR/Cas9 technology to generate targeted mutations in Gene B (ENSDARG00000076721) and in Gene C (ENSDARG00000098293) (Fig. 6). We isolated a 5 base pair deletion mutant in Gene B (76721^y587^), generating a polypeptide truncated after 77 amino acids (Fig. 6A), and a 20 base pair deletion mutant in Gene C (98293^y588^), which coded for a polypeptide truncated after 25 amino acids (Fig. 6F). Homozygous 76721^y587^ mutants display a mild enlargement of the caudal vascular plexus (Fig. 6B–E), while homozygous 98293^y588^ mutants show reduced growth of mid- and hind-brain cranial central arteries (Fig. 6G–I). These results suggest that at least two of the four novel, unannotated genes from this study have roles in early vascular development.

**Fig. 5:**
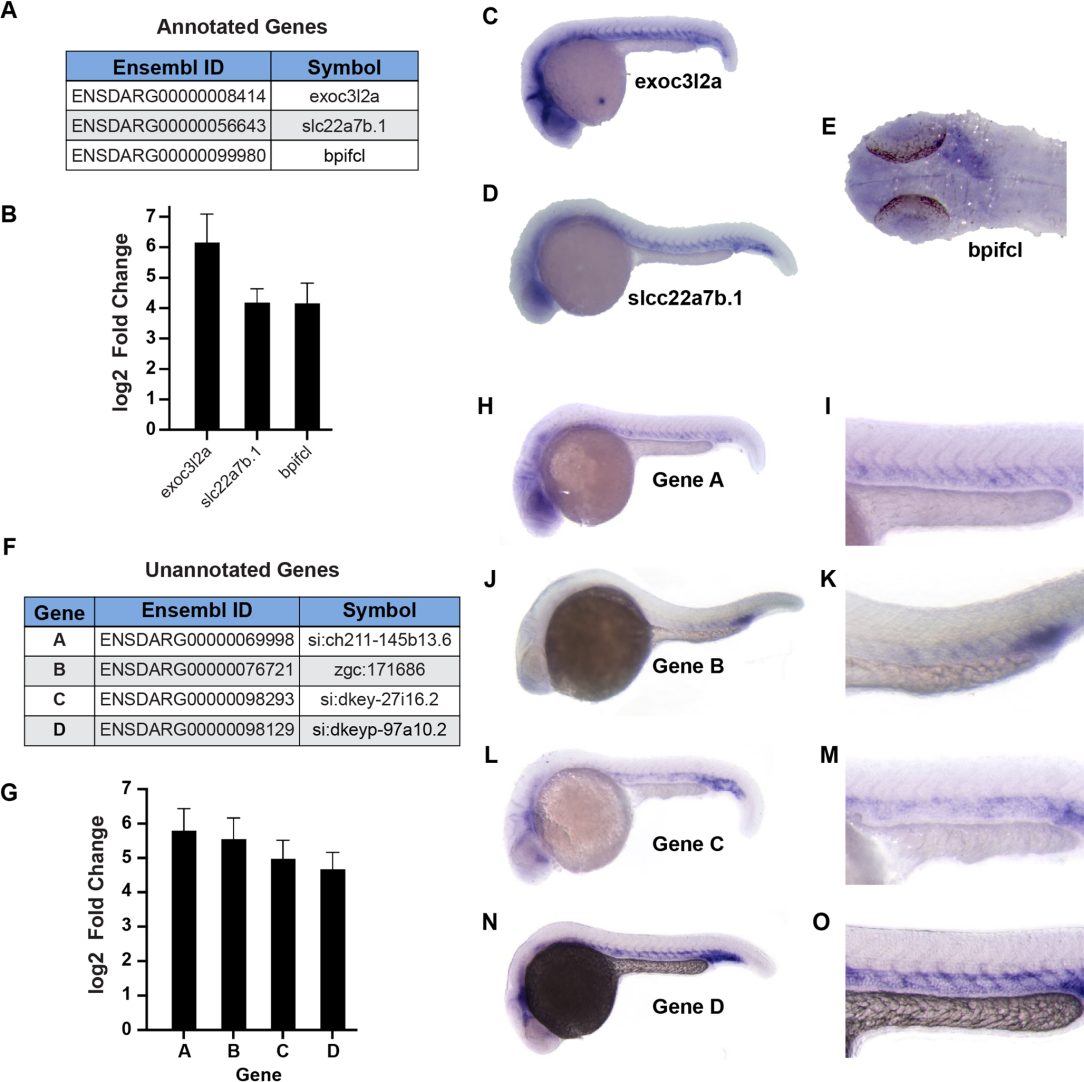
TRAP-RNAseq reveals novel endothelial genes expressed in early vascular development. **A** Three annotated genes enriched in the AngioTag TRAP-RNAseq dataset (sample 6) without previously recognized endothelial expression. **B** Log2 fold enrichment of the three annotated genes noted in panel A in AngioTag TRAP-RNAseq sample 6 (normalized to 5) compared to RiboTag TRAP-RNAseq sample 2 (normalized to 1). **C–E** Whole mount in situ hybridization of 24 hpf wild type zebrafish probed for *exoc312a* (C), *slcc22a7b.1* (D), and *bpifcl* (E). Images shown are either lateral views of the whole animal (panels C-D), or a dorsal view of the head with staining of the heart noted (E). **F** Four unannotated genes enriched in the AngioTag TRAP-RNAseq data set (sample 6). **G** Log2 fold enrichment of the four unannotated genes noted in panel F in AngioTag TRAP-RNAseq sample 6 (normalized to 5) compared to RiboTag TRAP-RNAseq sample 2 (normalized to 1). **H–O** Whole mount in situ hybridization of 24 hpf wild type zebrafish probed for unannotated gene A (panels H-I), gene B (panels J-K), gene C (panels L-M), and gene D (panels N–O). Images shown are lateral views of the whole animal (panels H, J, L, N), with higher magnification lateral views of the trunk (panels I, K, M, O)

**Fig. 6:**
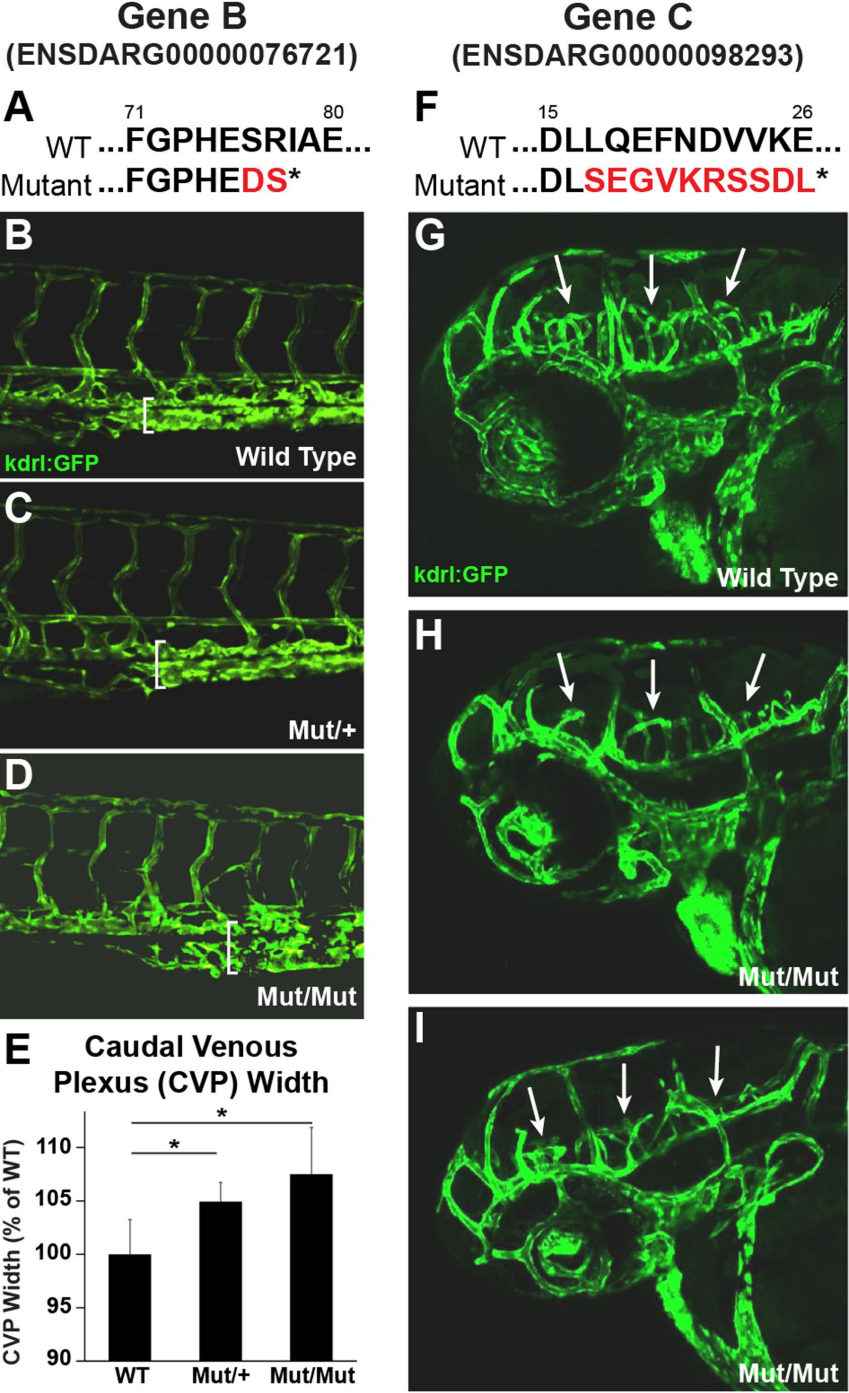
Mutants of unannotated endothelial genes have vascular phenotypes**. A** In *76721*^*y587*^ mutants a 5 bp deletion in ENSDARG00000076721 introduces an early stop codon, resulting in a protein truncation from 316 amino acids to 78 amino acids. **B–D** Confocal microscopy of 3dpf embryos from a *76721*^*y587/*+^ heterozygous in-cross showing a dilated caudal plexus in heterozygous (**C**) and homozygous mutant (**D**) embryos as compared to wild type siblings (**B**). **E** Graph comparing the caudal plexus height of wild type, *76721*^*y587/*+^ heterozygous, and *76721*^*y587/y587*^ homozygous mutant siblings. Values shown are the percent change compared to wild type (N = 41 wild types, 58 heterozygotes, 23 homozygous mutants). **F** In *98293*^*y588*^ mutants a 20 bp deletion in ENSDARG00000098293 introduces an early stop codon, resulting in a protein truncation from 104 amino acids to 27 amino acids. **G–I** Confocal microscopy of 3dpf wild type (G) and *98293*^*y588/y588*^ homozygous mutant embryos (**H**–**I**) reveals decreased cranial vasculature in mutant embryos compared to wild type (white arrows). * student’s t-test *p*-value ≤ 0.05

### AngioTag profiling of adult zebrafish organs

In addition to profiling genes involved in vascular development we wanted to know if our AngioTag transgenic fish could be used to reveal tissue-specific differences in the endothelial translatomes of different adult organs (Fig. 7). To test this, we carried out TRAP-RNAseq on skin, muscle, liver, heart, and brain dissected from adult AngioTag transgenic fish, as well as on a whole-AngioTag fish control. Each tissue sample was run in triplicate and each replicate contained organs from four adult fish. 

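The adult data used here were 18 libraries, with 3 pulldown and 3 input libraries each from skin, muscle and whole fish. The liver, heart and brain libraries are not analysed here. In TRAP, ribosomes that carry the HA-tagged Rpl10a protein are captured with an αHA antibody together with the mRNA they hold. In AngioTag fish the tag is expressed under the kdrl promoter, so the pulldown (IP) is drawn from ribosomes of kdrl-expressing cells, and the input is the RNA of the whole lysate. The authors made poly(A)-selected SMART-seq V4 libraries without strand information, trimmed the reads with cutadapt, aligned them to GRCz11 with hisat2 and deposited the number of reads on each of 32520 Ensembl genes, without normalization. Without strand information, reads from genes that overlap on opposite strands cannot be separated. Total counts per library were 9202302 to 9635132 in the skin pulldown (median 9609557) and 14916571 to 18791465 in the skin input (median 18476907). In muscle they were 12254824 to 14731217 in the pulldown (median 14296688) and 18566761 to 26255588 in the input (median 21266250). Whole fish libraries had 15663575 to 23504935 in the pulldown (median 17043682) and 14742611 to 18979105 in the input (median 16562716). A single gene took 53.8% to 76.2% of the counts in the whole fish pulldown, which left 5395543 to 7876345 counts per library for all other genes. Between 15203 and 17439 genes had a count in those 3 libraries, against 19568 to 24314 genes in the other 15. For each tissue, the pulldown and input libraries were compared in a separate edgeR fit with TMM scaling and edgeR's filter on low counts. The tests were one-sided, as in the paper's Methods, and a gene was counted as enriched at an adjusted p-value under 0.05 and a log2 fold change of at least 1.2. Normalized expression is given as CPM, with library sizes scaled by TMM within each tissue, so that CPM values compare the pulldown with the input of the same tissue and not 1 tissue with another.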

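The separate fits tested 17153 genes in skin, 14849 in muscle and 16923 in the whole fish. In the skin pulldown, 3694 of the tested genes (21.5%) were enriched over the input and 3121 were depleted. In muscle, 3385 genes (22.8%) were enriched and 3120 were depleted, and in the whole fish 1916 (11.3%) were enriched and 2615 depleted. Scaling by library size alone moved the numbers of enriched genes most, to 7094 enriched genes in skin, 9249 in muscle and 589 in the whole fish. The whole fish count also depended on single libraries: it was 792 without input replicate 1. The number of depleted genes in the whole fish moved most in 1 joint fit, to 6889, and with the replicate number as a block, to 909. The biological coefficient of variation between replicates was 0.273 in skin, 0.327 in muscle and 0.849 in the whole fish. A list of endothelial genes, which was written before the data were examined, had 26 genes in the count table. Their median log2 fold change in the pulldown was 2.69 ± 0.27 (SD over 3 replicates) in skin, 3.51 ± 0.14 in muscle and 2.56 ± 0.79 in the whole fish. Among them, 21 genes were enriched in skin and 23 in muscle, and 13 of the 25 tested were enriched in the whole fish. Adjusted over the list alone, the numbers were 21, 23 and 15. The set test fry gave the list an adjusted p-value of 0.000576 in skin, 0.000277 in muscle and 0.00985 in the whole fish over 45 tests of lists, with log2 fold changes above 0 for 25 genes in skin, 25 in muscle and 22 in the whole fish; the calls were the same with camera. A list of muscle fibre genes had a median log2 fold change of -4.20 ± 0.16 in the muscle pulldown, and a list of epidermal and pigment cell genes had -1.70 ± 0.39 in the skin pulldown. Transcripts encoded by the mitochondrial genome, which cytosolic ribosomes do not translate, made up 8.07% of the counts of the skin input and 1.69% of the skin pulldown. Their share was 11.9% and 1.25% in muscle, and 3.67% and 0.197% in the whole fish. GO terms are not analysed here.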

Angiogenesis and blood vessel morphogenesis were among the top ten GO terms for each organ’s TRAP pulldown as compared to their whole organ total input (Supplemental Tables 2–6). To uncover endothelial genes common to all vascular beds, we compared the endothelial translatome of each organ (IP) to its whole organ total (input) mRNA, then looked for genes that showed significant enrichment across all of the organ datasets (log2(fold) ≥ 1.2, padj ≤ 0.05) (Fig. 7A, Supplementary Material File 7). 

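In the 3 tissues analysed here, 743 genes met the log2 fold change and adjusted p-value thresholds in skin, muscle and whole fish alike. Skin and muscle shared 1580 enriched genes, skin and whole fish shared 991, and muscle and whole fish shared 1057. Without whole fish input replicate 1, 444 genes were shared by the 3 tissues. With scaling by library size alone 478 genes were shared, of which 345 were among the 743. The paper's Methods describe a procedure across comparisons, in which the p-values of a gene are adjusted by Holm's method and genes are selected at an FDR of 0.1. With 3 comparisons of 19509 genes, this procedure selected 5282 genes in skin, 4499 in muscle and 2770 in the whole fish. It selected 1514 genes in all 3 tissues, and these included all of the 743. Ranked by the lowest of the 3 log2 fold changes, the first of the 743 genes was fgd5a, followed by shroom4, ca16b, dysf and gig2j. shroom4 had log2 fold changes of 5.18 in skin (standard error 0.28, adjusted p = 1.34e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 5.84 in muscle and 5.90 in the whole fish. For ca16b the log2 fold change was 5.02 in skin (standard error 0.24, adjusted p = 8.1e-07 from the same test), 5.73 in muscle and 5.09 in the whole fish. The values of dysf were 4.78, 4.95 and 5.03 in the same order. gig2j had 4.61, 5.00 and 5.94, but it belongs to a gene family whose similar copies could share reads. For each of these genes, all 3 pulldown replicates lay above all 3 inputs in each of the 3 tissues.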

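In skin, kdrl (ENSDARG00000105215) was at 262 ± 43.6 CPM (SD, n = 3) in the pulldown and 11.8 ± 2.01 CPM in the input, a log2 fold change of 4.47 (standard error 0.26, adjusted p = 1.59e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In muscle, kdrl was at 755 ± 246 CPM in the pulldown and 17.5 ± 3.42 CPM in the input, with a log2 fold change of 5.43 (standard error 0.37, adjusted p = 4.12e-06). The log2 fold change of kdrl in the whole fish was 3.34 (standard error 0.43, adjusted p = 0.002); with scaling by library size alone it was 2.51 and no longer met the adjusted p-value threshold. The log2 fold change of cdh5 (ENSDARG00000075549) was 5.11 in skin (standard error 0.29, adjusted p = 1.51e-06), 6.33 in muscle (standard error 0.43, adjusted p = 4.12e-06) and 3.90 in the whole fish (standard error 0.39, adjusted p = 0.000781). With each library of a tissue left out in turn, the value of cdh5 stayed between 4.89 and 5.25 in skin, 6.00 and 6.65 in muscle, and 3.57 and 4.03 in the whole fish. Among Notch pathway genes, the receptor gene notch1a (ENSDARG00000103554) rose by a log2 fold change of 1.84 in skin (standard error 0.34, adjusted p = 0.000968), 4.08 in muscle and 3.89 in the whole fish. The receptor gene notch1b (ENSDARG00000052094) had log2 fold changes of 3.06 in skin, 4.51 in muscle and 6.44 in the whole fish (standard errors 0.25, 0.26 and 0.43). For notchl (ENSDARG00000088308) these were 3.86, 4.38 and 6.05 (standard errors 0.26, 0.26 and 0.36). The ligand gene dll4 (ENSDARG00000070425) had 2.71 in skin (standard error 0.31, adjusted p = 3.9e-05), 2.49 in muscle (standard error 0.31, adjusted p = 8.1e-05) and 2.60 in the whole fish (standard error 0.44, adjusted p = 0.0056). The whole fish value of dll4 was 2.39 without input replicate 1 and 1.78 with scaling by library size alone, and neither met the adjusted p-value threshold. In the plot of these 6 genes, all 3 pulldown libraries lie above all 3 input libraries for each gene and tissue.

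**Figure D1:**
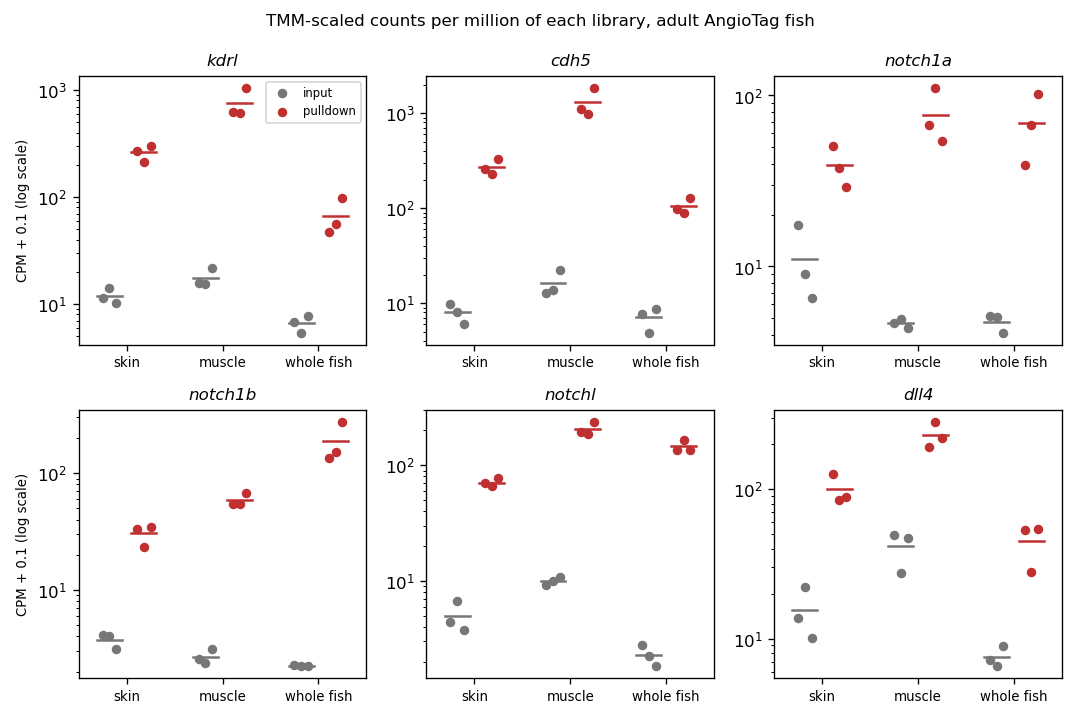
Expression of kdrl, cdh5, notch1a, notch1b, notchl and dll4 in skin, muscle and whole fish, as CPM + 0.1 scaled within each tissue, on a log axis; grey points are the 3 input libraries, red points the 3 pulldown libraries and each line their mean. The pulldown means of cdh5 are 271 CPM in skin, 1310 CPM in muscle and 105 CPM in the whole fish; its input means are 7.90 CPM in skin and 7.06 CPM in the whole fish.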

As expected, we saw enrichment of well-known endothelial markers such as *kdrl*, *cdh5*, and several Notch pathway members (Fig. 7B). We verified robust expression of *kdrl* and *cdh5* in all five organs using the *Tg(kdrl:egfp)*^*la116*^ transgenic line and whole mount hybridization chain reaction (HCR) *in situs* for *cdh5* (Fig. 7C–G). Our AngioTag data also revealed strong cross-organ endothelial enrichment of some less well-known vascular genes, including *fgd5a*, *bcar1,* and our unannotated Gene D (Fig. 7B).

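fgd5a (ENSDARG00000088801) was at 651 ± 36.7 CPM (SD, n = 3) in the skin pulldown and 5.70 ± 1.42 CPM in the input, a log2 fold change of 6.84 (standard error 0.31, adjusted p = 8.1e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Its log2 fold change was 6.84 in muscle (standard error 0.35, adjusted p = 3.3e-06) and 6.43 in the whole fish (standard error 0.36, adjusted p = 0.000279). bcar1 (ENSDARG00000056525) was at 1280 ± 253 CPM in the skin pulldown and 429 ± 33.9 CPM in the muscle pulldown. Its log2 fold change over the input was 6.97 in skin (standard error 0.34, adjusted p = 8.1e-07), 6.48 in muscle (standard error 0.30, adjusted p = 3.3e-06) and 4.36 in the whole fish (standard error 0.44, adjusted p = 0.000818). With each library left out in turn, these values stayed between 3.91 and 4.53 for bcar1 and between 6.17 and 6.48 for fgd5a in the whole fish. Both genes lay above the highest gene of the endothelial list in skin (4.66) and muscle (6.11), and below it in the whole fish (7.84). Whether transcripts that encode peptides similar to the HA tag are captured for that reason was not tested, for these genes or others. Gene D (si:dkeyp-97a10.2, ENSDARG00000098129) was at 39.0 ± 6.32 CPM in the skin pulldown and 4.83 ± 1.17 CPM in the input, a log2 fold change of 3.01 (standard error 0.25, adjusted p = 6.14e-06). In muscle it was at 131 ± 30.2 CPM in the pulldown and 9.13 ± 2.77 CPM in the input, a log2 fold change of 3.86 (standard error 0.32, adjusted p = 8.85e-06). Gene D in the whole fish was at 14.3 ± 18.2 CPM in the pulldown and 1.43 ± 0.875 CPM in the input, and its log2 fold change of 3.31 (standard error 1.16, adjusted p = 0.0851) did not meet the adjusted p-value threshold, although all 3 pulldowns lay above all 3 inputs. Without whole fish pulldown replicate 1 this value was 1.38. Gene D met the thresholds in the whole fish with DESeq2, at a log2 fold change of 3.11, and in 1 joint fit of all libraries, at 2.91. Of the 17 genes of Fig. 7B, all were enriched in skin and in muscle, and all but Gene D in the whole fish. The Holm procedure selected all 17 genes, Gene D included, in skin, muscle and whole fish. Among them, flt1 (log2 fold change 2.49, standard error 0.65, adjusted p = 0.0331) and plcg1 (2.18, standard error 0.59, adjusted p = 0.0375) lay close to the threshold in the whole fish and did not meet it in several of the fits that left out 1 library (without whole fish input replicate 1 they were at 2.18 and 1.87) or with the replicate number as a block, at 2.40 and 2.09. The paper compares the pulldown of each organ with that organ's own input, and takes genes enriched in all of them as endothelial genes common to all vascular beds. From this comparison (Fig. 7B), the paper states that fgd5a, bcar1 and Gene D are enriched in the endothelium across organs.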

**Fig. 7:**
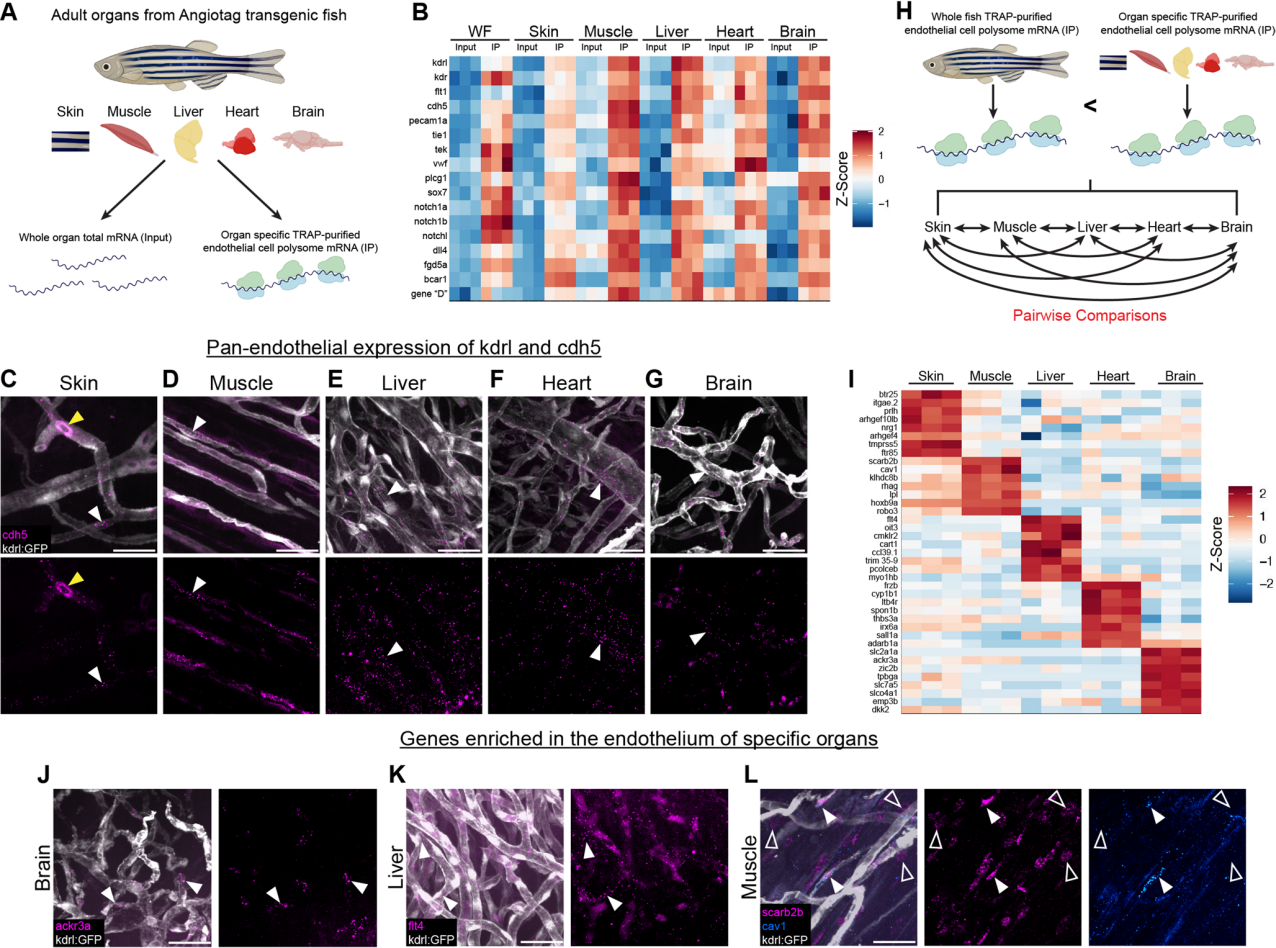
Endothelial profiling using TRAP-RNAseq reveals common vasculature signatures and unique gene expression profiles across vascular beds of different organs**. A** Samples collected for RNAseq analysis of TRAP purified endothelial cell polysome mRNA from five different organs, skin, muscle, liver, heart, brain, and whole fish of AngioTag transgenic animals normalized to each organ’s input total mRNA. **B** Heatmap displaying common endothelial genes enriched in the vasculature of the whole fish (WF) and across vascular beds of each organ compared to their input controls colored by their gene-wise z-scores of the log-transformed normalized counts. TRAP pulldown (IP) and total organ mRNA (input) for each replicate for each organ are shown. **C–G** Confocal images of adult *Tg(kdrl:egfp)*^*la116*^ transgenic fish with hybridization chain reaction (HCR) in situ of *cdh5* showing expression of *kdrl* (white) and *cdh5* (magenta) in the vasculature of the skin (**C**), muscle (**D**), liver (**E**), heart (**F**), and brain (**G**). Merged and *cdh5* only channels are shown. White arrowheads indicate *cdh5* transcript expression while yellow arrowheads show blood cell autofluorescence. **H** Schematic depicting screening steps used to determine genes unique to the vascular beds of each organ. To be included genes first had to be enriched in the vasculature of an organ compared to its total tissue and vascular expression in that organ had to be greater than vascular expression in the whole fish. Gene sets then underwent pairwise comparisons between each organ to determine if they were shared or unique to a particular organ. **I** Heatmap displaying unique endothelial genes enriched in the vascular beds of each organ colored by their gene-wise z-scores of the log-transformed normalized counts. TRAP pulldowns (IP) for each replicate for each organ are shown. **J–L** Confocal images of adult *Tg(kdrl:egfp)*^*la116*^ transgenic fish (white) with hybridization chain reaction (HCR) in situ of *ackr3a* (magenta) in the brain (J), *flt4* (magenta) in the liver (K), and *scarb2b* (magenta) and *cav1* (blue) in the muscle (L). White solid arrowheads indicate probe expression in the vessel, and white open arrowheads indicate probe expression in the muscle fiber. Scale bars are 25μm

We carried out an additional two-step comparison to uncover genes uniquely enriched in the endothelium of specific organs (Fig. 7H; see methods for full details). 

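The 9 pulldown libraries of skin, muscle and whole fish were compared in a single fit of 18544 genes, and genes were selected by the Holm procedure of the paper's Methods. In skin, 4932 genes were selected as higher in its pulldown than in the whole fish pulldown, and in muscle 4485 genes were. Of these, 1233 genes in skin and 1370 in muscle were also selected in the comparison of the pulldown with the input of the same tissue. Together these lists held 2161 genes. With each library left out in turn, they held from 1755 genes (without skin pulldown replicate 2) to 2705 genes (without whole fish pulldown replicate 3). Scaling by library size alone gave 7576 genes, and a minimum of 10 counts in every library gave 1032. The whole fish pulldown replicates spread more than those of the organs, with a biological coefficient of variation of 1.27 against 0.294 in the skin pulldown and 0.357 in the muscle pulldown.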

We began by first selecting all genes that showed significantly greater enrichment in the endothelial translatomes of specific organs than in the whole fish endothelial translatome (Fig. 7H, top). 

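Whether enrichment itself differed between skin and muscle was tested as an interaction, the difference of pulldown over input in skin minus that in muscle, over 18669 genes in the 12 libraries of these tissues. At an adjusted p-value under 0.05 from edgeR's two-sided test, 4439 genes differed, of which 2126 were more enriched in skin and 2313 in muscle. Of the 17 genes of Fig. 7B, 5 were more enriched in muscle than in skin. The difference was -2.19 on the log2 scale for notch1a (standard error 0.49, adjusted p = 0.00549 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -1.60 for plcg1 (standard error 0.34, adjusted p = 0.00362). It was -1.39 for notch1b, -1.35 for vwf and -1.30 for tie1 (standard errors 0.34, 0.45 and 0.34; adjusted p = 0.00921, 0.0395 and 0.0125). For each of these genes, the log2 ratio of pulldown to input was higher in all 3 muscle replicates than in all 3 skin replicates. In 1 joint fit that also held the whole fish libraries, none of the 5 differences met the adjusted p-value threshold, with values from -2.21 to -1.32 and adjusted p-values from 0.0565 to 0.51. The difference of vwf did not meet it either in 5 of the 12 fits that each left out 1 library, for example at -1.19 without skin pulldown replicate 2. The difference of cdh5, -1.18, did not meet the threshold (standard error 0.47, adjusted p = 0.0791), but it did with the replicate number as a block, at -1.23, with DESeq2, at -1.16, with scaling by library size alone, at -2.11, with a block for each lysate, at -1.18, with DESeq2 and the replicate block, at -1.19, and without muscle input replicate 3, at -1.61. That of kdrl, -0.91 (standard error 0.41, adjusted p = 0.116), did not meet it either. It did with scaling by library size alone, at -1.84, and with 2 alternatives chosen after the values had been seen. These were DESeq2 with the replicate block and a block for each lysate, both at -0.89. The replicate block joins skin and muscle libraries of the same number, which the labels do not say to be paired. Scaling by library size alone moved the median log2 fold change of all genes to 0.87 in skin and 1.79 in muscle. It therefore lowers skin minus muscle differences as a whole.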

The selected genes were then subjected to further pairwise comparisons between each of the organs to find those more highly enriched in one particular organ compared to all of the others (Fig. 7H, bottom). 

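With only skin and muscle among the organs analysed here, each gene's next-most-enriched organ was the other of the pair. Genes had to be selected as higher in that organ's pulldown than in the whole fish pulldown, to be selected as higher than in the other organ's pulldown, and to have all 3 replicates above all replicates of the other organ. With minimum folds of 1.5 over the input, 2 over the other organ and 2 over the input difference, as the paper's Methods give them, 201 genes were unique to skin and 268 to muscle. With the same minimums read as log2 folds, 50 genes were unique to skin and 40 to muscle. Single libraries moved these counts: without skin pulldown replicate 3 the number for skin was 81, and without whole fish pulldown replicate 1 it was 372. For muscle it was 80 without muscle pulldown replicate 3 and 507 without whole fish pulldown replicate 2. Among the genes with the largest fold over the other organ were col17a1b and lgals4 in skin and srgn, bach2a and LOC101884302 in muscle. The skin pulldown exceeded the muscle pulldown by a log2 fold change of 8.31 for col17a1b (standard error 0.63, adjusted p = 0.000424 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and 9.34 for lgals4 (standard error 1.13, adjusted p = 0.00173). Over its own input, the skin pulldown had a log2 fold change of 3.11 for col17a1b and 3.21 for lgals4. The enrichment of col17a1b differed between skin and muscle by 2.60 (standard error 0.59, adjusted p = 0.00581), and that of lgals4 by 1.37, which did not meet the threshold (adjusted p = 0.5); lgals4 had at most 3 counts in each muscle input library. srgn was lower in the skin pulldown than in the muscle pulldown by a log2 fold change of -3.53 (standard error 0.47, adjusted p = 0.00263), bach2a by -4.06 and LOC101884302 by -4.29. Over the muscle input, these 3 genes had log2 fold changes of 3.00, 3.49 and 5.08.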

For a gene to be considered unique to the endothelium of a particular organ it had to meet each of the following criteria: 1) endothelial gene expression is at least 1.5 log2(fold) greater than in the starting lysate of that organ, 2) endothelial enrichment in the most-enriched organ is at least 2 log2(fold) greater than in the next-most-enriched organ, and 3) the difference in endothelial gene expression between most-enriched organ and next-most-enriched organ is at least 2 log2(fold) greater than their tissue lysate differences. 

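Of the genes that the paper names for skin and muscle, 15 were followed through the same steps. The 8 skin genes btr25, itgae.2, prlh, arhgef10lb, NRG1, arhgef4, tmprss5 and ftr85 and the 7 muscle genes scarb2b, cav1, klhdc8b, rhag, lpl, hoxb9a and robo3 were all enriched over the input of their own tissue and higher in its pulldown than in the whole fish pulldown. By the minimum folds, 4 of the 8 skin genes (arhgef10lb, itgae.2, NRG1 and tmprss5) and 3 of the 7 muscle genes (cav1, hoxb9a and rhag) met every criterion in skin and muscle alone. By the minimum log2 folds, itgae.2 and tmprss5 did in skin and the same 3 genes did in muscle. With scaling by library size alone, itgae.2 and tmprss5 in skin and cav1, lpl, rhag and scarb2b in muscle met every criterion by folds, and with DESeq2 prlh did in addition to the first 4 skin genes. With at least 10 counts in every library, arhgef10lb and NRG1 met every criterion in skin, and itgae.2 and tmprss5 did not. The muscle genes were then cav1, hoxb9a and rhag. hoxb9a did not meet every criterion in 5 of the 18 fits that each left out 1 library (skin pulldown replicates 1, 2 or 3, or muscle pulldown replicates 2 or 3), nor did arhgef10lb without skin pulldown replicate 2. The difference between the pulldowns exceeded the difference between the inputs by less than 1 on the log2 scale for btr25 (0.84), arhgef4 (0.72), ftr85 (0.29), scarb2b (0.69), klhdc8b (0.71) and lpl (0.94), and fell below it for robo3 (-0.56). For prlh it was 1.52, but its pulldowns did not differ between skin and muscle after adjustment (adjusted p = 0.124). btr25 and ftr85 belong to gene families with similar copies that could share reads, and tmprss5 had at most 1 count in each muscle pulldown library. Tested as the difference in enrichment, skin minus muscle, 5 of the 15 genes differed: itgae.2 by 2.11 (standard error 0.51, adjusted p = 0.00815 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), NRG1 by 1.54 (standard error 0.36, adjusted p = 0.0069), hoxb9a by -2.63 (standard error 0.35, adjusted p = 0.000217), rhag by -2.94 (standard error 0.43, adjusted p = 0.000359), and cav1. In each of them, all 3 replicates of 1 tissue lay above all 3 of the other. Without muscle input replicate 3 the value of NRG1 was 1.07 and did not meet the threshold, and the values of itgae.2 and NRG1 were 1.09 and 0.58 with scaling by library size alone and did not meet it. Under that scaling, which lowers skin minus muscle differences as a whole, lpl (-1.78) and scarb2b (-1.58) met the threshold. The differences of arhgef10lb (1.52) and tmprss5 (3.78) did not meet the threshold, with adjusted p-values of 0.0995 and 0.196. Without muscle pulldown replicate 1 that of arhgef10lb was 2.01 and met it. With a block for each lysate, which pairs the pulldown with its own input and was chosen after the values had been seen, arhgef10lb (1.51), arhgef4 (0.80) and lpl (-0.87) met the threshold too, and 8 of the 15 genes differed. In the skin pulldown, itgae.2 was at 27.6 ± 5.27 CPM (SD, n = 3) and NRG1 at 76.0 ± 12.1 CPM, against 5.98 ± 0.508 and 22.0 ± 2.21 CPM in the input. In the muscle pulldown, rhag was at 113 ± 15.2 CPM and hoxb9a at 49.7 ± 6.14 CPM, against 10.8 ± 4.86 and 6.01 ± 1.47 CPM in the input.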

Applying these very stringent criteria resulted in a small list of genes uniquely enriched in the vasculature of each organ with the top 7–8 genes that fit these criteria for each organ being displayed (Fig. 7I). As expected, the well-known blood–brain barrier gene *slc2a1a*, also known as *glut1*, was highly expressed in the brain vasculature only. The *atypical chemokine receptor 3a* (*ackr3a*) gene was also specifically enriched in the brain vasculature, as validated using HCR *in situs* (Fig. 7I–J). Interestingly, the top GO terms for liver endothelium were lymph angiogenesis, lymph vessel morphogenesis, and lymph vessel development, despite the fact that we were profiling blood vessels, not lymphatic vessels (Supplemental Table 4). In keeping with this finding, we found that the lympho-venous marker *flt4* was selectively enriched in the vasculature of the liver compared to other organs (Fig. 7I). HCR *in situs* for *flt4* in liver tissue confirmed its co-localization with *Tg(kdrl:egfp)*^*la116*^ transgene-positive blood vessels (Fig. 7K). The expression of lymphatic endothelial genes in the liver blood vasculature may be indicative of similarities in vessel function, since lymphatic capillaries are highly permeable and liver vessels are thought to be one of the most permeable types of blood vessels [43, 44]. As has been previously reported using single-cell RNAseq methods in mice [45], we also found organ-specific genes whose expression was shared between both the endothelium and surrounding cells. 

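In muscle, scarb2b (ENSDARG00000100753) was at 3725 ± 1501 CPM (SD, n = 3) in the pulldown and 137 ± 47.7 CPM in the input, a log2 fold change of 4.77 (standard error 0.45, adjusted p = 1.47e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). cav1 (ENSDARG00000103747) was at 4257 ± 1698 CPM in the muscle pulldown and 213.5 ± 54.4 CPM in the input, a log2 fold change of 4.32 (standard error 0.41, adjusted p = 1.71e-05). In skin, scarb2b was at 953 ± 237 CPM in the pulldown and 56.6 ± 18.4 CPM in the input, a log2 fold change of 4.07 (standard error 0.34, adjusted p = 6.39e-06). cav1 was at 1079 ± 189 CPM in the skin pulldown and 572 ± 101 CPM in the input, and its log2 fold change of 0.92 (standard error 0.26, adjusted p = 0.0112) was under the fold threshold. With scaling by library size alone it was 1.74 and met it. The enrichment of cav1 differed between the tissues by -3.35 (skin minus muscle, standard error 0.50, adjusted p = 0.000379), and the log2 ratio of pulldown to input was higher in all 3 muscle replicates than in all 3 skin replicates. For scarb2b the difference was -0.65 (standard error 0.54, adjusted p = 0.404) and did not meet the threshold. With scaling by library size alone it was -1.58 and did. That scaling moved the median log2 fold change of all genes to 0.87 in skin and 1.79 in muscle. It therefore raises values over the input in both tissues and lowers skin minus muscle differences as a whole. Compared directly, the skin pulldown was lower than the muscle pulldown by a log2 fold change of -2.92 for scarb2b (standard error 0.44, adjusted p = 0.00458) and -2.93 for cav1 (standard error 0.47, adjusted p = 0.00571). The inputs differed by 2.25 for scarb2b (muscle minus skin, log2) and by -0.44 for cav1. The plot of both genes shows each library.

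**Figure D2:**
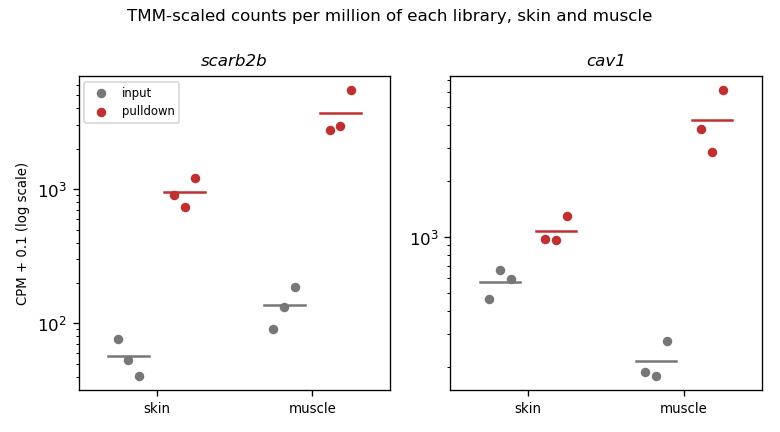
Expression of scarb2b and cav1 in skin and muscle, as CPM + 0.1 scaled within each tissue, on a log axis; grey points are the 3 input libraries, red points the 3 pulldown libraries and each line their mean. All 3 muscle pulldown libraries lie above all 3 muscle inputs for both genes, while the cav1 means in skin are 1079 CPM in the pulldown and 572 CPM in the input.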

In muscle, the *scavenger receptor class B, member 2b* (*scarb2b*) gene, predicted to encode a lysosomal membrane protein [29], was expressed in both muscle endothelial cells and in muscle fibers (Fig. 7L), despite expression of other genes such as *caveolin 1* (*cav1*) being restricted to only muscle vessels (Fig. 7L).

Together, our results suggest that TRAP-RNAseq using our AngioTag transgenic line is highly effective for in vivo profiling of endothelial gene expression during development as well as in the vascular beds of adult organs.

### A RiboTag reporter line for profiling any cell or tissue of interest

Our success in carrying out endothelial profiling using AngioTag TRAP-RNAseq led us to ask whether we could generalize this method to profile other non-endothelial tissues. To address this question, we generated a *Tg(uas: egfp-2a-rpl10a2xHA)*^*y531*^ UAS: RiboTag transgenic line to drive expression of the RiboTag cassette in any tissue or cell type of interest for which a Gal4 driver line is available (Fig. 8A). The UAS: RiboTag line showed strong, tissue-specific expression after being crossed to a variety of different Gal4 driver lines, including a muscle-specific *Tg(xa210:gal4)*^*y241*^ line [23] (Fig. 8B), an endothelial-specific *Tg(fli1a: gal4ff)*^*ubs4*^ line [24] (Fig. 8C), and a neural-specific *Tg(huC: gal4)* line [25] (Fig. 8D). TRAP isolation of mRNA from embryos obtained from each of these crosses revealed strong enrichment of tissue-specific genes in samples prepared from the appropriate lines (Fig. 8E-G), specifically *kdrl* in the endothelial line and *snap25* in the neural line. The enrichment of the endothelial-specific *kdrl* gene in TRAP-purified mRNA from *Tg(uas: egfp-2a-rpl10a2xHA)*^*y531*^; *Tg(fli1a: gal4ff)*^*ubs4*^ double-transgenic animals was comparable to that found in TRAP-purified mRNA from our *Tg(kdrl: egfp-2a-rpl10a3xHA)*^*y530*^ AngioTag line (compare Figs. 1L and 8F), suggesting that the UAS: RiboTag line provides a similarly effective tool for tissue-specific gene expression profiling.

**Fig. 8:**
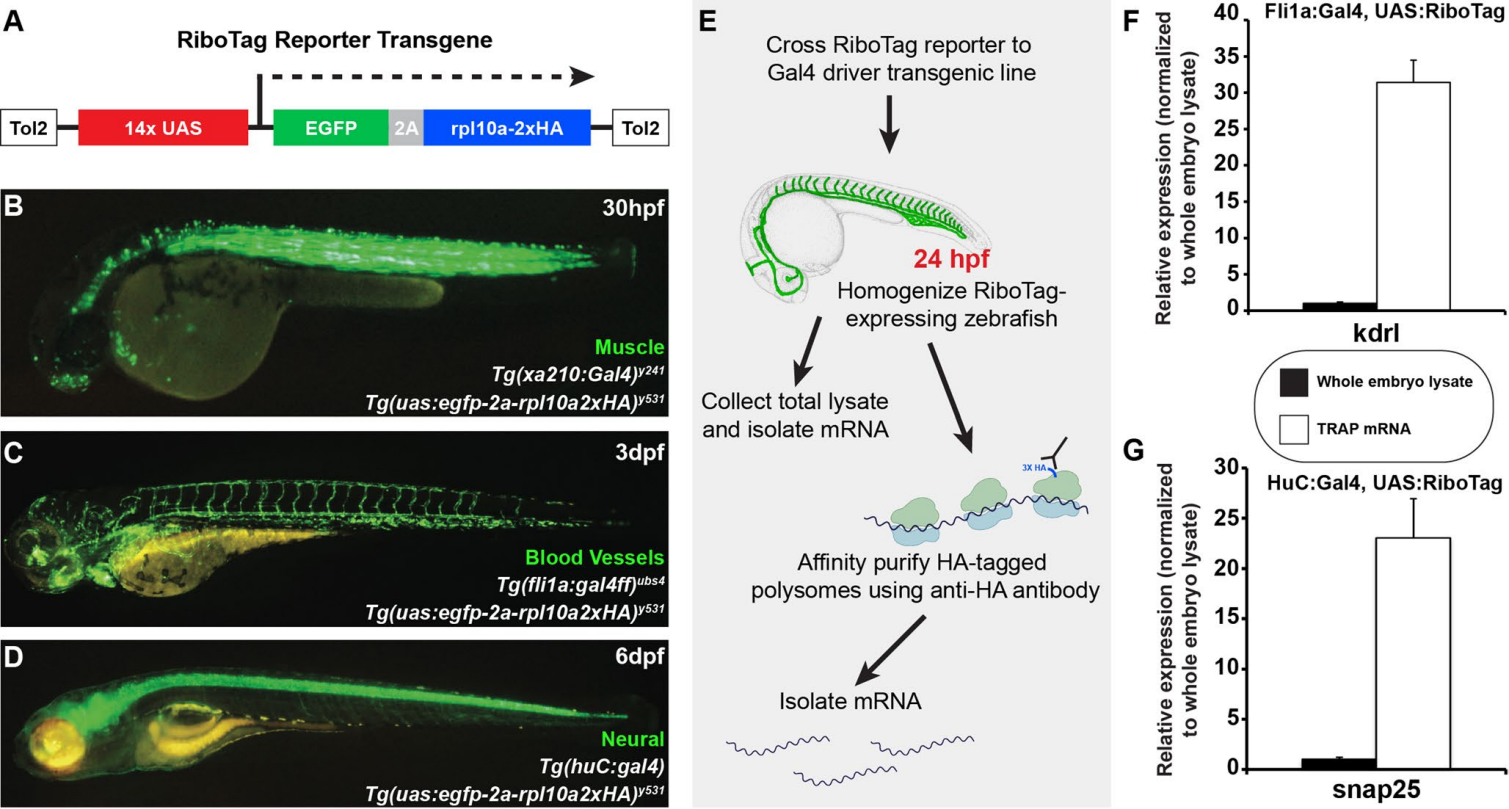
TRAP profiling can determine gene expression in different tissues and cell types using Ribotag Reporter transgenics. **A** Schematic diagram of the Tol2(uas:egfp-2a-rpl10a2xHA) RiboTag Reporter transgene. **B** Green epifluorescence photomicrograph of a 30hpf *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^*; Tg(xa210:gal4)*^*y241*^ double transgenic animal. **C** Green epifluorescence photomicrograph of a 3dpf *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^*; Tg(fli1a:gal4ff)*^*ubs4*^ double transgenic animal. **D** Green epifluorescence photomicrograph of a 6dpf *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^*; Tg(huc:gal4)* double transgenic animal. **E** Schematic diagram illustrating the workflow for TRAP purification of RNAs from RiboTag Reporter zebrafish crossed to Gal4 driver lines. **F** Quantitative RT-PCR measurement of the relative expression of the endothelial-specific *kdrl* gene in samples prepared from TRAP purified RNA from *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^*; Tg(fli1a:gal4ff)*^*ubs4*^ double-transgenic animals compared to RNA prepared whole embryo lysates from the same animals. **G** Quantitative RT-PCR measurement of the relative expression of the neural-specific *snap25* gene in samples prepared from TRAP purified RNA from *Tg(uas:egfp-2a-rpl10a2xHA)*^*y531*^*;Tg(huc:gal4)* double-transgenic animals compared to RNA prepared whole embryo lysates from the same animals

## Discussion

In this study, we introduce a novel AngioTag transgenic line for profiling global gene expression in zebrafish vascular endothelial cells in their undisturbed endogenous environment. We have performed TRAP-RNAseq profiling of the endothelial translatome of 24 hpf AngioTag larvae, showing that TRAP-RNAseq results in superior endothelial gene enrichment compared to RNAseq on FACS-isolated endothelial cells. We have used AngioTag TRAP-RNAseq to document vascular enrichment of a number of annotated genes that were not previously known to be expressed in the endothelium, and to identify several novel unannotated vascular genes. We have also profiled the endothelial gene expression of several different adult organs, uncovering genes shared by the endothelium of all organs and genes unique to the vasculature of specific organs. Finally, to make TRAP-RNAseq methodologies accessible to all researchers and not just those studying the vascular endothelium, we have generated a UAS-RiboTag line that can be used to profile any cell and tissue type for which a Gal4 driver line is available.

Classically, translatomes have been prepared for profiling using sucrose density gradients, collecting RNA from the polysome fraction [46]. Profiling the translatome of a particular tissue type using this method requires either dissection or FACS sorting. More recently, the TRAP method has been utilized to profile the translatomes of specific tissues or cell types. With thorough validation of this technique in several model organisms demonstrating proper ribosome incorporation of tagged ribosomal subunits and positive correlations between ribosome-associated mRNA transcripts and protein expression [12, 15–20], this technique is proving to be an ideal method for tissue specific molecular profiling of cells within their in vivo environments. Using mice with a floxed conditional ‘tagged’ allele of the Rpl22 ribosomal protein expressed after crossing the mice to cell- or tissue-specific Cre driver lines [12], studies have assayed gene expression in hypothalamic neurons through TaqMan assays [47], Sertoli and Leydig cells of the testes through microarrays [20], proneural gliomas through ribosomal footprinting on translatome RNA [48], factor VII expression in endothelial cells through qPCR [49], and endothelial gene expression during homeostasis and inflammation through RNA-sequencing [50]. Other groups have utilized the TRAP method to perform RNAseq on specific cell populations in the mouse brain or kidney, with all but one group amplifying their RNA prior to sequencing [14, 16, 18, 51]. Tissue specific RiboTag zebrafish have also been generated driving expression of GFP fused to rpl10a with tissue-specific promoters and then utilizing anti-GFP antibodies to immunoprecipitate tissue-specific translatomes. Translatomes prepared in this way have been used to assay gene expression in the heart using microarrays [19] and in melanocytes using qPCR [17]. A binary zebrafish RiboTag system has also been generated in which transgenic zebrafish carrying Avi-tagged Rpl10a are crossed to tissue specific BirA lines to biotinylate Rpl10a in BirA-expressing tissues. This binary biotinylation method was used to perform microarray analysis on zebrafish skeletal muscle mRNAs [52]. Notably, the two zebrafish studies noted above using microarrays also amplified their collected translatome RNA prior to further analysis. In contrast, our larval TRAP-RNAseq procedures were performed without any amplification of collected RNA.

Our whole embryo translatome TRAP-RNAseq results provide a valuable dataset for uncovering new insights into sequence features associated with more- or less-highly translated genes. Interestingly, our data on codon usage associated with highly translated genes shows strong parallels with previously published data examining codon usage in the developing zebrafish [41]. In that study, the authors examined codon usage in the 469 most highly transcribed genes in the zebrafish genome (as determined from previously published RNAseq data), identifying codons preferentially associated with highly transcribed genes. These authors went on to show that, by replacing the native codons with codons preferred in “more transcribed” genes, they were able to increase protein accumulation, providing experimental support for the idea that zebrafish use “optimal” codons to increase translation of their already highly transcribed genes. Our data reveals that many of the same codons enriched in the highly transcribed gene set of Horstick et al. are also preferentially enriched in the most-highly translated genes in our whole-embryo translatome dataset (Fig. 3C-D), providing direct experimental evidence for the idea that highly transcribed genes are also “translationally optimized.”

Comparisons between our TRAP-RNAseq and FACS-RNAseq endothelial datasets (Fig. 4) suggest that TRAP-RNAseq yields more effective enrichment of endothelial genes. Of the top 20 enriched GO terms in each dataset, there were three times as many vascular-related biological process GO terms in the TRAP-RNAseq dataset compared to the FACS-RNAseq dataset (Fig. 4C and F). Interestingly, principal component analysis of our RNAseq data (Fig. 2D) also shows that the three AngioTag TRAP-RNAseq replicates (red spheres) are more highly clustered with one another and with the other non-FACS RNAseq datasets (blue, magenta, and gold spheres) than the RNAseq data from either FACS-sorted endothelial cells (green spheres) or from dissociated but unsorted total embryonic cells (teal spheres), which are much less clustered with the other RNAseq datasets. These results suggest that technical aspects of the FACS process, such as embryonic dissociation and prolonged incubation of separated cells prior to collection of mRNA (samples 3 and 4 in Fig. 2C), introduce significant changes in gene expression compared to samples in which cells are rapidly disrupted prior to either immediate collection of mRNA (samples 1 and 5 in Fig. 2C) or TRAP-RNAseq (samples 2 and 6 in Fig. 2C). This idea is further supported by the strong up-regulation of stress induced genes observed in the dissociated samples (Supplemental Fig. 1). Using our TRAP-RNAseq methods, we were able to identify previously uncharacterized endothelial genes. These include both annotated genes not previously shown to have endothelial-enriched expression (Fig. 5A–E) and unannotated genes (Fig. 5F–O), some of which we have also shown are required for normal vascular development (Fig. 6). These results further reinforce the idea that the AngioTag TRAP-RNAseq approach can provide unique insights compared to FACS sorting of dissociated endothelial cells.

We also show that AngioTag TRAP-RNAseq provides an effective method for querying and comparing the endothelial translatomes of different adult organs. Comparing the endothelial translatome of each organ to its own tissue lysate reveals shared endothelial signatures across all organs (Fig. 7B). Pairwise comparisons between the endothelial translatomes of each organ also reveals unique, organ-specific endothelial profiles (Fig. 7I), uncovering diversity among the vascular beds of different organs that likely reflect functional differences between the vessels found in different tissues. These findings further reinforce the importance of profiling the vasculature within its native in vivo environment since it is evident that tissue location plays an important role in vascular gene expression.

Finally, the new *Tg(uas: egfp-2a-rpl10a2xHA)*^*y531*^ UAS: RiboTag line that we have generated in the course of this work makes it possible to apply the TRAP-RNAseq methods we used to profile the endothelium to any cell or tissue type in the zebrafish for which a Gal4 driver line is available (Fig. 8). A very large number of transgenic Gal4 driver lines have been generated in the zebrafish with expression in a wide assortment of different cells and tissues, including many lines derived from enhancer trap screens [53–56]. The availability of these lines should allow the wide application of our TRAP-RNAseq methods.

Together, the new tools and methods we have developed for transgene-assisted TRAP-RNAseq provide a valuable resource for cell- and tissue-specific in vivo expression profiling in developing and adult zebrafish. By combining these new TRAP-RNAseq profiling tools with other genetic and experimental tools available in the zebrafish, we can study changes in gene expression due to gene mutations, disease states, or during regeneration in numerous cell types. These new tools and methods greatly enhance our capability to analyze changes in translational landscapes within cells in their local microenvironments.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

Supplementary Material 3

Supplementary Material 4

Supplementary Material 5

Supplementary Material 6

Supplementary Material 7

# Supplementary material for: In vivo profiling of the endothelium using ‘AngioTag’ zebrafish
**Source:** Angiogenesis. 2025 Jul 4;28(3):40. doi: 10.1007/s10456-025-09990-8
**Supplement:** Supplementary file 1 — Supplementary Material 1

**SUPPLEMENTAL DATA**

**Supplemental Figures**

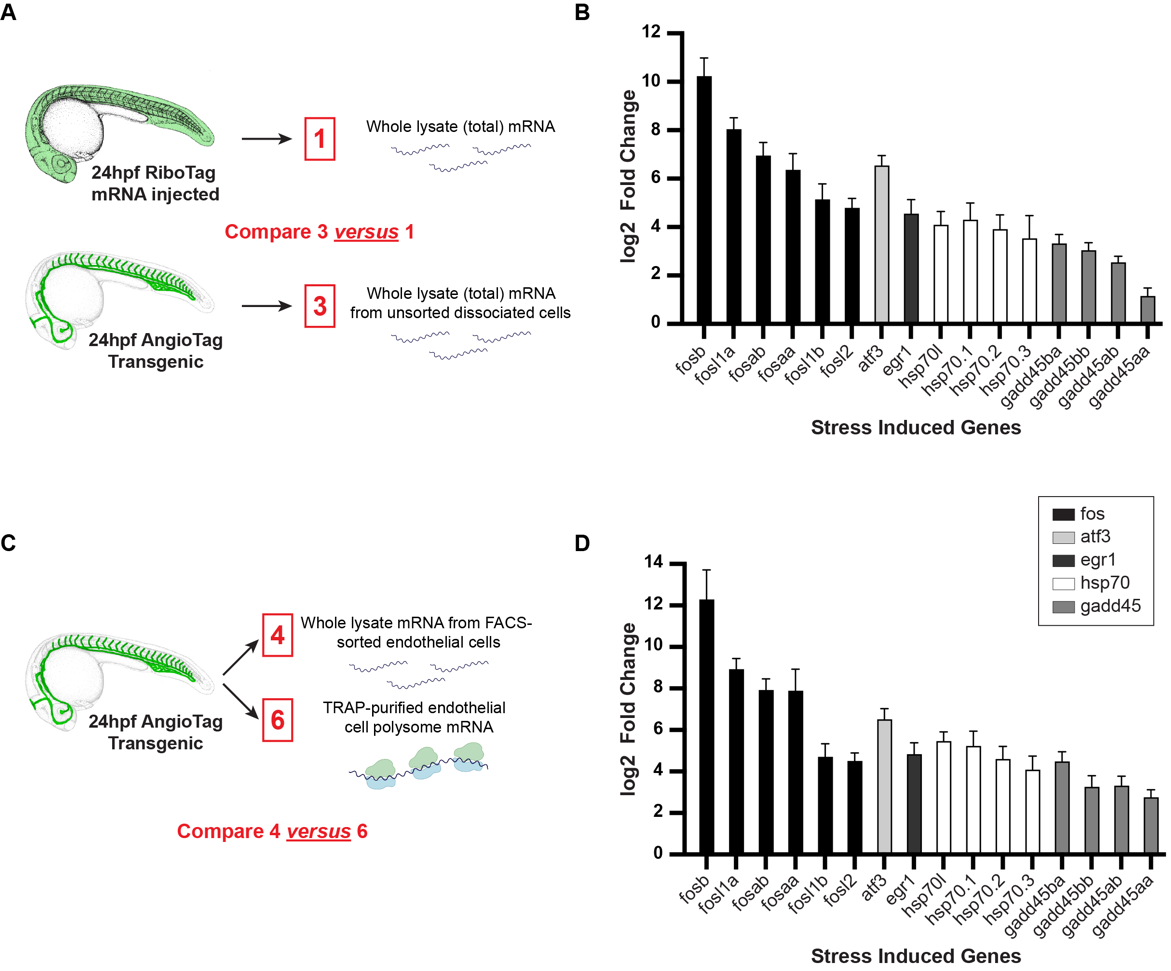

**Supplemental Figure 1. Cell dissociation leads to increased stress-induced gene expression**

**(A)** Schematic depicting samples collected for RNAseq analysis of whole animal transcriptome from unsorted dissociated cells (sample 3) compared to whole embryo lysate (sample 1). **(B)** Bar graph showing the log2 fold enrichment of stress induced genes from the comparison depicted in panel A. Colored bars indicate different gene families. **(C)** Schematic depicting samples collected for RNAseq analysis of endothelial gene expression from FACs-sorted endothelial cells (sample 4) compared to TRAP-purified endothelial cell polysome mRNA (sample 6). **(D)** Bar graph showing the log2 fold enrichment of stress induced genes from the comparison depicted in panel C. Colored bars indicate different gene families.

**Supplemental Tables**

Supplemental Table 1: Readcounts for larval RNAseq analysis

| **Sample** | **Total mapped reads** | **Uniquely**  **mapped reads** | **% uniquely**  **mapped reads** | **Reads mapped to multiple loci** | **% reads mapped to multiple loci** |
| --- | --- | --- | --- | --- | --- |
| 1-1 RiboTag Whole Lysate | 49956134 | 42681474 | 85.44% | 3043134 | 6.09% |
| 1-2 RiboTag Whole Lysate | 69239038 | 59468880 | 85.89% | 3119373 | 4.51% |
| 1-3 RiboTag Whole Lysate | 47632455 | 41805225 | 87.77% | 2030482 | 4.26% |
| 2-1 RiboTag TRAP | 50661654 | 35008681 | 69.10% | 3826393 | 7.55% |
| 2-2 RiboTag TRAP | 56252261 | 43029188 | 76.49% | 4023465 | 7.15% |
| 2-3 RiboTag TRAP | 45403187 | 36469445 | 80.32% | 2409121 | 5.31% |
| 3-1 AngioTag FACS Total Cells | 55085749 | 51701925 | 93.86% | 1598792 | 2.90% |
| 3-2 AngioTag FACS Total Cells | 53707170 | 49412362 | 92.00% | 1452744 | 2.70% |
| 3-2 AngioTag FACS Total Cells | 58235304 | 51473076 | 88.39% | 2112884 | 3.63% |
| 4-1 AngioTag FACS ECs | 56759660 | 50935960 | 89.74% | 1402901 | 2.47% |
| 4-2 AngioTag FACS ECs | 55032277 | 29503831 | 53.61% | 21559807 | 39.18% |
| 4-3 AngioTag FACS ECs | 52123159 | 45771455 | 87.81% | 2585146 | 4.96% |
| 5-1 AngioTag Whole Lysate | 46722553 | 40348948 | 86.36% | 1982780 | 4.24% |
| 5-2 AngioTag Whole Lysate | 57354200 | 54080083 | 94.29% | 1894448 | 3.30% |
| 5-3 AngioTag Whole Lysate | 53618024 | 50363143 | 93.93% | 1890768 | 3.53% |
| 6-1 AngioTag TRAP | 49463459 | 26669161 | 53.92% | 7878773 | 15.93% |
| 6-2 AngioTag TRAP | 58760419 | 55094356 | 93.76% | 2018623 | 3.44% |
| 6-3 AngioTag TRAP | 55289491 | 51421138 | 93.00% | 2200667 | 3.98% |

Supplemental Table 2: Top 10 GO terms for skin AngioTag

| **Skin AngioTag:**  **GO Biological Process** | **Number of genes in set** | **Mean log2fold change** | **Adjusted**  **p-value** |
| --- | --- | --- | --- |
| angiogenesis (GO:0001525) | 129 | 1.80 | 2.33E-08 |
| actin filament organization (GO:0007015) | 127 | 1.73 | 6.32E-09 |
| blood vessel morphogenesis (GO:0048514) | 163 | 1.72 | 6.72E-12 |
| small GTPase mediated signal transduction (GO:0007264) | 129 | 1.58 | 6.72E-12 |
| regulation of anatomical structure morphogenesis (GO:0022603) | 136 | 1.58 | 1.31E-09 |
| regulation of small GTPase mediated signal transduction (GO:0051056) | 61 | 1.53 | 1.25E-06 |
| positive regulation of transcription by RNA polymerase II (GO:0045944) | 118 | 1.50 | 1.24E-07 |
| regulation of GTPase activity (GO:0043087) | 87 | 1.47 | 1.61E-09 |
| chromatin organization (GO:0006325) | 116 | 1.41 | 2.33E-08 |
| RNA splicing (GO:0008380) | 112 | 1.31 | 1.32E-06 |

Supplemental Table 3: Top 10 GO terms for muscle AngioTag

| **Muscle AngioTag:**  **GO Biological Process** | **Number of genes in set** | **Mean log2fold change** | **Adjusted**  **p-value** |
| --- | --- | --- | --- |
| angiogenesis (GO:0001525) | 153 | 2.41 | 4.62E-20 |
| blood vessel morphogenesis (GO:0048514) | 183 | 2.33 | 1.47E-22 |
| chromatin organization (GO:0006325) | 127 | 1.58 | 1.13E-14 |
| histone modification (GO:0016570) | 102 | 1.51 | 4.58E-13 |
| regulation of mRNA metabolic process (GO:1903311) | 78 | 1.50 | 3.00E-12 |
| RNA splicing (GO:0008380) | 143 | 1.42 | 8.26E-21 |
| mRNA processing (GO:0006397) | 162 | 1.42 | 2.29E-20 |
| mRNA splicing, via spliceosome (GO:0000398) | 115 | 1.40 | 1.64E-19 |
| RNA splicing, via transesterification reactions (GO:0000375) | 115 | 1.40 | 1.64E-19 |
| RNA splicing via transeterfication reaction with bluged adenosine as nucleophile (GO:0000377) | 115 | 1.40 | 1.64E-19 |

Supplemental Table 4: Top 10 GO terms for liver AngioTag

| **Liver AngioTag:**  **GO Biological Process** | **Number of genes in set** | **Mean log2fold change** | **Adjusted**  **p-value** |
| --- | --- | --- | --- |
| lymphangiogenesis (GO:0001946) | 25 | 3.69 | 9.73E-09 |
| lymph vessel morphogenesis (GO:0036303) | 26 | 3.67 | 1.09E-89 |
| lymph vessel development (GO:0001945) | 35 | 3.36 | 1.07E-10 |
| sprouting angiogenesis (GO:0002040) | 49 | 3.20 | 1.81E-08 |
| angiogenesis (GO:0001525) | 124 | 3.00 | 4.66E-22 |
| blood vessel morphogenesis (GO:0048514) | 148 | 2.96 | 2.48E-25 |
| regulation of anatomical structure morphogenesis (GO:0022603) | 97 | 2.72 | 3.31E-09 |
| ameboidal-type cell migration (GO:0001667) | 79 | 2.65 | 1.94E-09 |
| actin filament organization (GO:0007015) | 93 | 2.51 | 2.89E-09 |
| small GTPase mediated signal transduction (GO:0007264) | 98 | 2.50 | 3.06E-13 |

Supplemental Table 5: Top 10 GO terms for heart AngioTag

| **Heart AngioTag:**  **GO Biological Process** | **Number of genes in set** | **Mean log2fold change** | **Adjusted**  **p-value** |
| --- | --- | --- | --- |
| actin filament organization (GO:0007015) | 86 | 1.69 | 1.76-09 |
| angiogenesis (GO:0001525) | 101 | 1.68 | 1.41E-14 |
| blood vessel morphogenesis (GO:0048514) | 120 | 1.64 | 2.14E-16 |
| stem cell differentiation (GO:0048863) | 70 | 1.59 | 5.32E-08 |
| embryonic organ morphogenesis (GO:0048562) | 103 | 1.58 | 2.67E-09 |
| regulation of multicellular organismal development (GO:2000026) | 95 | 1.58 | 4.50E-08 |
| small GTPase mediated signal transduction (GO:0007264) | 78 | 1.56 | 4.50E-08 |
| regulation of anatomical structure morphogenesis (GO:0022603) | 91 | 1.53 | 9.55E-10 |
| skeletal system development (GO:0001501) | 93 | 1.53 | 1.76E-09 |
| chromatin organization (GO:0006325) | 84 | 1.52 | 9.32E-11 |

Supplemental Table 6: Top 10 GO terms for brain AngioTag

| **Brain AngioTag:**  **GO Biological Process** | **Number of genes in set** | **Mean log2fold change** | **Adjusted**  **p-value** |
| --- | --- | --- | --- |
| sprouting angiogenesis (GO:0002040) | 47 | 3.28 | 3.20-05 |
| angiogenesis (GO:0001525) | 113 | 3.23 | 1.18E-11 |
| blood vessel morphogenesis (GO:0048514) | 137 | 3.18 | 5.34E-14 |
| regulation of anatomical structure morphogenesis (GO:0022603) | 95 | 2.49 | 3.20E-05 |
| regulation of cells shape (GO:0008360) | 34 | 2.47 | 8.55E-06 |
| Ras protein signal transduction (GO:0007265) | 70 | 2.45 | 7.48E-07 |
| small GTPase mediated signal transduction (GO:0007264) | 95 | 2.35 | 4.27E-08 |
| regulation of hydrolase activity (GO:0051336) | 99 | 2.34 | 3.20E-05 |
| regulation of cell morphogenesis (GO:0022604) | 41 | 2.31 | 9.83E-07 |
| regulation of cysteine-type endopeptidase activity involved in apoptotic process (GO:0043281) | 23 | 2.28 | 3.20E-05 |

How the deposited data were processed for this re-analysis (not part of the article)

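The adult TRAP-RNAseq libraries were analysed from the deposited count table. The authors sequenced SMART-seq V4 libraries made with poly(A) selection and without strand information, trimmed the reads with cutadapt, aligned them to GRCz11 with hisat2 in their lcdb-wf pipeline with Ensembl annotation 99, and deposited raw read counts per gene without normalization. The paper's text does not name the counting program. The values were checked to be whole numbers whose sums differ between libraries. The table holds 32520 genes, of which 3526 had no count in the 18 libraries used.

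The 18 libraries were the input and the pulldown of skin, muscle and whole fish in 3 replicates, each made from 4 fish. The other 18 columns belong to liver, heart and brain and are not used here, since their names do not say which organ they are. The columns of skin replicate 2 carry another letter than those of skin replicates 1 and 3, and were given to skin because they were the only pair left for it. A difference between library batches was not tested, since the labels give no batch. The counts per library ranged from 9202302 to 26255588. Replicates of a group differed by more than counting noise, with a chi-square per gene of 27.3 to 326 between pairs of replicates.

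Counts were analysed with edgeR 4.0.16 in R 4.3.3. For each tissue, the 3 pulldown and 3 input libraries were fitted separately after edgeR's expression filter and TMM scaling, and tested with the quasi-likelihood test, one-sided for enrichment and for depletion, with Benjamini-Hochberg adjustment. Genes with an adjusted p-value under 0.05 and a log2 fold change of at least 1.2 were counted. Standard errors were obtained from the fold change and the test statistic. TMM takes most genes to be unchanged between pulldown and input, which a pulldown of 1 cell type from a tissue need not meet. Scaling by library size alone moved the median log2 fold change of all tested genes to 0.87 in skin, 1.79 in muscle and -1.01 in the whole fish, so changes under that scaling are read relative to these shifts. The pulldowns were compared with each other in 1 fit of the 9 pulldown libraries, and the difference in enrichment between skin and muscle was tested in 1 fit of their 12 libraries, two-sided.

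For shared and organ-specific genes, the procedure of the paper's Methods was followed with 3 comparisons in place of the paper's 6. Within each gene the p-values were adjusted by Holm's method, genes with an FDR under 0.1 were kept, and a comparison was selected where the Holm p-value was under 0.1 times the share R of genes kept. R was 39.0% for pulldown against input, 29.2% for organ pulldown against whole fish pulldown, and 14.9% for skin against muscle pulldown. The minimum folds for unique genes were applied both as folds, as in the Methods, and as log2 folds, as in the Results.

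The numbers of the replicates pair the libraries within a tissue: after subtracting the group means, pulldown and input libraries of the same number correlated across genes at 0.39 to 0.43 in skin, 0.37 to 0.49 in muscle and 0.17 to 0.19 in the whole fish, and those of different numbers between -0.36 and -0.05. Genes are not independent replicates, so no p-value is given. The replicate number was therefore tried as a block. In fits of more than 1 tissue, this block joins libraries of the same number across tissues, which the labels do not say to be paired. The Wald statistics of the paper's Supplementary Material File 7 equalled those of a DESeq2 fit with replicate number and fraction for all 1998 genes of skin and 1795 genes of muscle that the copy at hand holds, with largest differences of 0.00012 and 5e-05. Without the block, 1 gene of skin was within 0.001 and the median difference was 0.308 in skin and 1.47 in muscle.

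Lists of marker genes for endothelium, mitochondrial transcripts, erythrocytes, mural cells and fibroblasts, leukocytes, and the parenchyma of skin, muscle, liver, heart and brain were written before the data were examined. Lists of large sarcomere protein genes, myosin heavy chain genes, small sarcomere protein genes and ribosomal protein genes were written after values had been seen. All of these lists and the genes of Fig. 7B were tested with fry and camera, 45 tests in all. A list of lymphatic genes was meant for the liver libraries and was not used here.

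The genes named in the text were chosen by a rule set before the data were examined: the genes the paper names for the adult libraries or shows in Fig. 5, Fig. 7B or Fig. 7I; ctnnd1, arid2, strn3, blm, abcc2 and shroom4 of Supplementary Material File 7; for each tissue the 3 largest increases and the 3 largest decreases past the thresholds, with a mean of at least 100 counts and all replicates on 1 side; the genes with the largest lowest log2 fold change over the 3 tissues; and for each organ the unique genes with the largest fold over the other organ. malat1 and fabp4a were chosen after their values were seen. Where all libraries of a group held at most 3 counts, a fold was computed against that floor. Genes without a symbol are not named, or are given by their Ensembl identifier.

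The alternatives set before the data were examined were DESeq2 1.42.0 with its size factors, scaling by library size alone, no filter, at least 10 counts in every library, the replicate number as a block, 1 joint fit of all libraries, two-sided tests, no fold threshold, skin and muscle without the whole fish, an FDR of 0.05 in the Holm procedure, the log2 folds of the Results, the whole fish pulldown among the pairs, and leaving out each library in turn. DESeq2 with the replicate block, and a block for each lysate in the test of the difference in enrichment, were added after the values had been seen. A test of transcripts that encode peptides similar to the HA tag needs protein sequences and was not run. The steps were tested on simulated data with 200 changed genes and the spread of these libraries. Recovery was counted by the adjusted p-value alone, without the fold threshold used for the reported counts. Genes with an 8-fold change were recovered at 100% in skin and 97.0% in muscle, and those with a 2-fold change at 37.3% and 22.4%. Of the calls, 6.10% and 5.59% were on unchanged genes. In the simulated whole fish libraries 0% of either were recovered, so changes of either size can be missed there. The real libraries gave far more than 200 calls, which eases the adjustment, so these rates need not hold for them.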

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

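The tests of untagged RNA, of erythrocyte RNA, of a raised input and of a common shift of endothelial transcripts were chosen after the results were seen, and the tests of depth and of other splits before.

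Differences in enrichment between skin and muscle were found, by edgeR's test of the interaction, for 11 of the 43 genes that the paper names and that could be tested. The difference, skin minus muscle on the log2 scale, was -3.35 for cav1, -2.94 for rhag, -2.68 for exoc3l2a, -2.63 for hoxb9a, -2.19 for notch1a, -1.60 for plcg1, -1.39 for notch1b, -1.35 for vwf and -1.30 for tie1, all more enriched in muscle. It was 2.11 for itgae.2 and 1.54 for NRG1, which were more enriched in skin. The adjusted p-values lay between 0.000217 for hoxb9a and 0.0395 for vwf. For all 11 genes the log2 ratios of pulldown to input of the 3 skin replicates lay apart from those of the 3 muscle replicates: for cav1 they were 0.45 to 1.12 in skin and 4.04 to 4.47 in muscle, and for itgae.2 1.77 to 2.47 in skin and -0.78 to 1.34 in muscle. In 1 joint fit, exoc3l2a, itgae.2, notch1a, notch1b, NRG1, plcg1, tie1 and vwf did not meet the threshold, with adjusted p-values from 0.0565 to 0.51, and with scaling by library size alone itgae.2 (1.09) and NRG1 (0.58) did not. vwf also did not meet it in 5 of the 12 fits that left out 1 library (without muscle input replicates 2 or 3, muscle pulldown replicate 3, or skin input or skin pulldown replicate 2, with values from -1.39 to -1.19), nor did NRG1 without muscle input replicate 3, at 1.07. With scaling by library size alone, the differences of cdh5 (-2.11), kdrl (-1.84), lpl (-1.78) and scarb2b (-1.58) met the threshold as well. That scaling lowers skin minus muscle differences as a whole. With a block for each lysate, chosen after the values had been seen, those of arhgef10lb (1.51), arhgef4 (0.80), cdh5 (-1.18), kdrl (-0.89) and lpl (-0.87) did too.

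A different depth of the pulldown libraries is argued against, since all 11 differences still met the threshold after the muscle pulldown libraries had been thinned to the depth of the skin pulldown. A single shift of all endothelial transcripts, as another share of endothelial cells could give, is argued against as the whole cause. Of the 26 genes of the endothelial list, 8 (30.8%) lay more than 2 standard errors from the list's median difference of -0.69. Chance gives 1.3, and the list ranged from -1.93 to 1.83. This covers a uniform shift only. Another share of endothelial cells could move genes also expressed elsewhere by other amounts, so it is not excluded. The differences of tie1 and vwf lie within 2 of their standard errors (0.34 and 0.45) of that median, so for these genes such a shift stays open. A raised input of the tissue with the smaller enrichment, as expression outside the endothelium could give, is argued against as the whole cause, since the pulldowns of all 11 genes differed in the direction of the enrichment by more than 2 standard errors. For itgae.2 and NRG1 the input itself was higher in skin, by 1.41 and 2.52. For tie1 and notch1b the input was lower in skin than in muscle, by -1.01 and -0.57 (standard errors 0.25 and 0.26). This argues against a raised skin input for tie1 and notch1b. As a part of the cause beside another share of endothelial cells, a raised skin input stays open for cav1, rhag, exoc3l2a, hoxb9a, notch1a, plcg1 and vwf. For rhag, the other genes of the erythrocyte list had a median log2 fold change of -3.28 in the muscle pulldown; erythrocyte RNA stays open as a cause, since it need not keep its input proportions in a pulldown. Of the 60 draws that exchanged library labels between the tissues, the real one included, 2 gave as many as the 4439 genes that differ among all tested; the other, with 10793 genes, exchanged all 3 pairs of input libraries, which measures the difference between tissues and not that between enrichments. For the genes of Fig. 7I, 3 of the 60 draws gave 5 or more genes that differ; the other two, with 9 and 15 genes, exchanged 2 or 3 pairs of inputs and no pair of pulldowns. What stays open, and was not tested, is a biological difference between the endothelium of skin and muscle, and cells other than endothelium that hold the tag.

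Some transcripts outside those the paper discusses took a large share of the pulldown counts and exceeded the input. malat1 took 11.8 ± 3.94% of the counts in the skin pulldown and 1.39 ± 0.199% in the skin input (SD, n = 3), a log2 fold change of 2.23 (standard error 0.47, adjusted p = 0.00196 from edgeR). It was 1.94 to 2.36 with each library left out in turn and 2.17 to 3.08 over the other settings. In the whole fish its log2 fold change was 1.40 (standard error 0.40, adjusted p = 0.0461), and it did not meet the thresholds in 5 of the 6 fits that left out 1 library (for example 1.00 without pulldown replicate 1), with scaling by library size alone (0.54), with at least 10 counts in every library (0.73), in 1 joint fit (1.02) or with DESeq2 and the replicate block (1.12). In muscle it was 1.17, under the fold threshold, and 1.30 without muscle input replicate 2 or muscle pulldown replicate 3, 1.34 without a filter and 2.96 with scaling by library size alone, where it met it. Whether the enrichment of malat1 differs between the tissues is not reported here. fabp4a took 2.00 ± 0.265% of the muscle pulldown and 0.0249 ± 0.00122% of the muscle input, a log2 fold change of 4.58 (standard error 0.41, adjusted p = 1.12e-05), and 4.38 to 4.83 with each library left out. A gene without a symbol took 65.2 ± 11.2% of the whole fish pulldown and 25.3 ± 2.01% of the input, a log2 fold change of 2.49 (standard error 0.59, adjusted p = 0.0228), while its value was -1.70 in skin and -2.10 in muscle.

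RNA carried over without a tagged ribosome would bring mitochondrially encoded transcripts into the pulldown too. Their median log2 fold change was -3.30 in skin, -4.93 in muscle and -2.46 in the whole fish. Carry-over of RNA in its input proportions could not raise a gene above its input, whatever this median. The test therefore cannot decide the question. Carry-over in other proportions stays open for malat1 in skin, fabp4a in muscle and the gene without a symbol in the whole fish. Expression in the tagged cells could explain each of them only if the tagged ribosomes hold that RNA, which was not tested. RNA that binds the ribosomes or the beads by itself, or reads shared with similar sequences, could also explain them. These explanations were not tested either.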

How the results depend on the processing

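DESeq2 with the replicate block and the block for each lysate were chosen after the data had been seen; the other alternatives were set before. Over the counts and lists, 361 comparisons of an alternative with the reported value stayed within its spread or within 1.5 times the count, 93 moved further and 1 reversed. Over the named genes, 1910 kept their direction and their side of the threshold, 57 became weaker, 24 stronger and 8 reversed. By setting, library size alone accounts for 11 of the weaker and 6 of the stronger ones, the joint fit for 11 and 1, the replicate block for 3 and 1, DESeq2 with the replicate block for 1 and 4, no filter for 3 and 1, the minimum of 10 counts for 1 weaker, DESeq2 for 2 stronger, the lysate block for 5 stronger, and leaving out 1 library for 27 and 4. Unless a sentence says otherwise, the cause was not tested.

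With scaling by library size alone, enriched genes numbered 7094 in skin, 9249 in muscle and 589 in the whole fish, and depleted genes 783, 485 and 4049; 478 genes were shared by fold, 7576 were higher than in the whole fish, and 408 in skin and 168 in muscle were unique. With TMM, enriched genes numbered 3694, 3385 and 1916, depleted genes 3121, 3120 and 2615, shared genes 743, genes higher than in the whole fish 2161, and unique genes 201 and 268. Of all calls in skin, muscle and whole fish, 90.1%, 95.0% and 12.7% were enriched with library size alone, against 54.2%, 52.0% and 42.3% with TMM; in the whole fish this share was 29.3% in the joint fit and 25.9% with DESeq2 and the replicate block, but 59.6% with the replicate block and 58.7% with at least 10 counts in every library, where more genes were enriched than depleted. With library size alone the median of all genes lay at 0.87, 1.79 and -1.01, which shows the shift in scale behind these changes. Under it the mean over tissues of the list medians was 3.49 for the endothelial list (2.92 with TMM), -1.203 for the mural and fibroblast list (-1.77), -1.45 for the leukocyte list (-2.01) and -3.28 for the mitochondrial genes (-3.81). The skin list was at -0.87 in skin, the muscle list at -2.43 in muscle and the liver list at -3.78 in the whole fish (-1.70, -4.20 and -2.77 with TMM). The differences in enrichment of arhgef4 and robo3 reversed to -0.18 and -0.30; with TMM neither met the threshold.

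In 1 joint fit, enriched genes in skin fell to 2087 and depleted genes to 1388, depleted genes in the whole fish rose to 6889, unique genes in muscle rose to 471, the number of genes of Fig. 7I that differ in enrichment was 3, the heart list in the whole fish was at -4.80 and the mural and fibroblast list at -1.86. Enriched genes numbered 2860 in the whole fish and 2534 in muscle in that fit, both more than in skin. Differences in enrichment did not meet the threshold there for exoc3l2a, itgae.2, notch1a, notch1b, NRG1, plcg1, tie1 and vwf. DESeq2 gave 4114 depleted genes in the whole fish, 355 unique genes in skin, and -1.86 for the mural and fibroblast list, and klhdc8b reversed to 0.0502 in its difference in enrichment. With at least 10 counts in every library, which left 7390 genes tested in the whole fish, there were 1079 depleted genes there, 1032 genes higher than in the whole fish, 64 unique genes in skin and 142 in muscle; the lists were at -1.85 (mural and fibroblast), -0.40 (leukocyte) and 1.78 (heart in the whole fish, a reversal from -3.64). Without a filter, the muscle list was at -4.03.

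With the replicate number as a block, enriched genes numbered 3778 in skin, 3484 in muscle and 1339 in the whole fish, depleted genes in the whole fish 909, the erythrocyte list was at -2.71 (-2.03 without the block) and the heart list at -4.92. flt1 (2.40), plcg1 (2.09) and arid2 (2.09) in the whole fish no longer met the threshold with the block, and cdh5 met it in the difference in enrichment, at -1.23; the block changed no other call of a named gene. DESeq2 with the replicate block gave 5269 depleted genes in the whole fish, 332 unique genes in skin, and -2.81 for the erythrocyte, -1.95 for the mural and fibroblast, -2.23 for the leukocyte and -5.28 for the heart list. With a block for each lysate, 8 genes of Fig. 7I differed in enrichment.

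Without a fold threshold, 4906 genes were depleted in skin. In skin and muscle alone, 1580 genes were shared by fold and 3041 by the Holm procedure (1514 with the whole fish), since 1 comparison fewer had to be passed. An FDR of 0.05 gave 97 unique genes in skin and 154 in muscle, and the log2 folds 50 and 40.

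With each library left out in turn, enriched genes numbered 792 (without whole fish input replicate 1) to 2393 (without whole fish pulldown replicate 2) in the whole fish, and depleted genes there 1548 (without input replicate 3) to 4725 (without pulldown replicate 3). Shared genes by fold ran from 444 (without whole fish input replicate 1) to 830, unique genes in skin from 81 (without skin pulldown replicate 3) to 372 (without whole fish pulldown replicate 1), and in muscle from 80 (without muscle pulldown replicate 3) to 507 (without whole fish pulldown replicate 2). The brain list in the whole fish ran from -2.68 (without pulldown replicate 1) to 0.18 (without input replicate 1), the heart list from -5.92 (without pulldown replicate 1) to -2.57, the muscle list from -4.39 to -4.03, the erythrocyte list from -2.83 to -1.85, the leukocyte list from -2.14 to -1.70 and the mural and fibroblast list from -1.88 to -1.69. The difference in enrichment of btr25 ran from -1.203 (without muscle input replicate 1) to 1.41, and that of klhdc8b from -0.65 to 0.65, with 4 of its 12 values above 0. Within 1.5 times the reported count stayed the enriched genes in skin (3192 to 3712) and muscle (3177 to 3471), the genes shared by the Holm procedure (1136 to 1655), those higher than in the whole fish (1755 to 2705) and the genes of Fig. 7I that differ in enrichment (4 to 6).

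The test of transcripts that encode peptides similar to the HA tag and the alternatives of the lymphatic list were not run.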

Differences from the paper's values

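The paper states 24 to 94 M raw reads per sample; the reads counted on genes in the 18 libraries analysed here ranged from 9.20 to 26.3 M. No alternative was run on this number.

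The paper shows btr25, prlh, ftr85 and arhgef4 among the genes unique to skin and scarb2b, lpl, klhdc8b and robo3 among those unique to muscle (Fig. 7I). In skin and muscle alone, they did not meet every criterion here. The paper took the next highest of all its organs, which could be liver, heart or brain. Here it could only be the other organ of the pair, in every alternative too. These fits therefore cannot tell whether the genes meet the paper's criteria. For prlh, the criteria were met here with DESeq2, in 1 joint fit, with the whole fish pulldown among the pairs, and with DESeq2 and the replicate block. The last setting was chosen after seeing the values, but its design is the one that matched the paper's skin and muscle statistics. The criteria were also met without any 1 of the 3 whole fish pulldown replicates. btr25 met them in 5 fits that left out 1 library (skin input replicate 1, skin pulldown replicate 2, muscle input replicate 3, or muscle pulldown replicates 1 or 2). scarb2b and lpl met them with scaling by library size alone, and lpl also without skin input replicate 1, skin pulldown replicates 1 or 3, muscle input replicate 3 or muscle pulldown replicate 2. None of the alternatives run here brought in ftr85, arhgef4, klhdc8b or robo3. By the log2 folds of the Results, arhgef10lb and NRG1, which Fig. 7I shows too, did not meet the criteria either.

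The paper states that Gene D is enriched across organs and shows it for the whole fish too (Fig. 7B), whereas in the whole fish its log2 fold change of 3.31 had an adjusted p-value of 0.0851. By the Holm procedure of the paper's Methods, Gene D was selected in skin, muscle and whole fish, so the difference concerns the fold and adjusted p-value thresholds only. It met the thresholds with DESeq2 (3.11), in 1 joint fit (2.91), and with DESeq2 and the replicate block (2.48). The last setting was chosen after seeing the values, but its design is the one that matched the paper's skin and muscle statistics. With that design there is no difference from the paper for Gene D. The paper's whole fish statistics were not compared. Over all edgeR and DESeq2 alternatives the adjusted p-values of Gene D ranged from 0.0045 to 0.38.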

Other observations

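The test of muscle fibre RNA was chosen after the results were seen; the tests of the whole fish count and of other splits were set before. In the separate fits, the whole fish pulldown had fewer enriched genes, 1916, than the skin pulldown, 3694. In 1 joint fit the order was reversed, with 2860 in the whole fish and 2087 in skin. The lower count and the tests of its causes therefore concern the separate fits only. Without its most abundant gene in the fit, the whole fish had 1982 enriched genes; since this gives no reads back to the other genes, it cannot tell whether that gene lowers the count. With the skin pulldown thinned to the counts left for the other genes of the whole fish pulldown, skin still had 3565 enriched genes, which argues against the lower depth as the whole cause. In the whole fish 4847 genes reached the fold threshold, of which 39.5% also met the adjusted p-value, against 96.0% of 3848 genes in skin and 93.7% of 3614 in muscle. The lower count is in line with the larger spread between whole fish pulldown replicates, whose biological coefficient of variation was 1.27. Why these replicates spread more was not tested.

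The 10 large sarcomere protein genes rose in the skin pulldown (median log2 fold change 2.44 ± 0.27, SD over 3 replicates) and in the whole fish (2.29 ± 0.72), with 0.65 ± 0.16 in muscle. The 10 myosin heavy chain genes, whose similar copies share reads, were at 3.69, 1.53 and -0.24, and the 14 small sarcomere protein genes at -1.86 in skin, -4.35 in the whole fish and -3.67 in muscle. Whether muscle fibre RNA in the skin pulldown plays a part stays open. The 9 other genes of the muscle list had a median log2 fold change of -2.48 there, from -3.06 to -0.27, but large and small sarcomere protein genes part in the muscle pulldown as well, so fibre RNA need not keep its input proportions in a pulldown and the fall of these genes does not exclude it. A link with transcript length may exist but was not tested, since the count table gives no lengths. No biological explanation was tested.

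In the 10 splits of the 6 libraries of a tissue into groups of 3, which cannot give a share under 0.1, only the real split gave as many enriched or as many depleted genes (1 of 10 in each tissue). The same held for the list medians (1 of 10), except for the erythrocyte list in skin (2 of 10) and the brain list in the whole fish (6 of 10). Among the 4 splits that part all 3 numbered pairs, the real one was the largest for the counts and lists apart from the brain list, where 2 of 4 were as large. For the genes shared by the 3 tissues, 1 of 100 draws of such splits gave as many by fold and 1 of 100 by the Holm procedure, where the largest other draw gave 15. For genes higher than in the whole fish pulldown it was 1 of 60 draws, with 411 in the largest other draw, for unique genes of skin 2 of 60, with 343 in the other, and for unique genes of muscle 1 of 60.

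Over all 17 genes of Fig. 7B, which the paper chose on these libraries, the median log2 fold change was 3.46 in skin, 4.38 in muscle and 4.36 in the whole fish. The erythrocyte list, of which 7 genes are in the table, was at -1.41 ± 0.55 in skin, -3.24 ± 0.85 in muscle and -1.43 ± 1.45 in the whole fish. The mural and fibroblast list was at -0.75, -2.09 and -2.46, and the leukocyte list at -0.99, -2.40 and -2.66. The muscle list was at -2.13 in skin and -3.98 in the whole fish. In the whole fish the liver list was at -2.77 ± 0.59, the heart list at -3.64 ± 0.91 and the brain list at -0.43 ± 1.47. The summed counts of mitochondrially encoded genes changed by -3.09 ± 0.40 in skin, -5.01 ± 0.46 in muscle and -3.33 ± 1.23 in the whole fish. The other ribosomal protein genes were at -1.03 in skin, -0.41 in muscle and 0.43 in the whole fish, and rpl10a, whose coding sequence the transgene carries, at -1.13, -0.05 and -0.25.

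Of the genes of Fig. 5, Gene A (ENSDARG00000069998) had log2 fold changes of 2.25 in skin and 3.19 in muscle, Gene B (ENSDARG00000076721) 2.18 and 3.19, and exoc3l2a 1.54 and 4.26, and all 6 values met the thresholds; exoc3l2a in skin did not in 1 joint fit, at 1.52. These genes were at 1.67, -0.87 and 1.64 in the whole fish and did not meet them there. Gene C (ENSDARG00000098293) was at -0.94, -0.61 and -0.19 and was not enriched. bpifcl was depleted in skin (-2.12), and slc22a7b.1 was tested only in the whole fish, at 1.19, where it did not meet the thresholds. The genes of Supplementary Material File 7 set before the data were examined had, in skin, muscle and whole fish, log2 fold changes of 6.59, 5.39 and 2.20 for arid2, 6.10, 5.56 and 4.13 for ctnnd1, 5.04, 4.50 and 2.92 for strn3, 6.27, 5.25 and 4.20 for blm, and 5.60, 5.96 and 2.05 for abcc2. blm in the whole fish did not meet the threshold without any 1 of the 3 inputs, at 3.99 to 4.26, and arid2 did not either, at 1.99 to 2.21.

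Other large changes by the rule for named genes were decreases of mt-atp8 (-4.81), ENSDARG00000096676 (-4.82) and si:ch211-155m12.1 (-4.78) in the skin pulldown and of mt-atp8 (-8.29), mt-nd4l (-5.77) and mt-co1 (-5.58) in the muscle pulldown. In the whole fish, si:dkeyp-3b12.10 was at least 1070-fold higher in the pulldown than in the input and he1.1 at least 291-fold higher, and ACTA1 was at least 183-fold lower. The largest increases in skin were bcar1, fgd5a and arid2, and in muscle fgd5a, bcar1 and cdh5.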
